# Additional oxidative stress reroutes the global response of *Aspergillus fumigatus* to iron depletion

**DOI:** 10.1186/s12864-018-4730-x

**Published:** 2018-05-10

**Authors:** Vivien Kurucz, Thomas Krüger, Károly Antal, Anna-Maria Dietl, Hubertus Haas, István Pócsi, Olaf Kniemeyer, Tamás Emri

**Keywords:** *Aspergillus fumigatus*, Combinatorial stress, Iron deprivation, Oxidative stress, Proteomics, Stress response, Transcriptomics

## Abstract

**Background:**

*Aspergillus fumigatus* has to cope with a combination of several stress types while colonizing the human body. A functional interplay between these different stress responses can increase the chances of survival for this opportunistic human pathogen during the invasion of its host. In this study, we shed light on how the H_2_O_2_-induced oxidative stress response depends on the iron available to this filamentous fungus, using transcriptomic analysis, proteomic profiles, and growth assays.

**Results:**

The applied H_2_O_2_ treatment, which induced only a negligible stress response in iron-replete cultures, deleteriously affected the fungus under iron deprivation. The majority of stress-induced changes in gene and protein expression was not predictable from data coming from individual stress exposure and was only characteristic for the combination of oxidative stress plus iron deprivation. Our experimental data suggest that the physiological effects of combined stresses and the survival of the fungus highly depend on fragile balances between economization of iron and production of essential iron-containing proteins. One observed strategy was the overproduction of iron-independent antioxidant proteins to combat oxidative stress during iron deprivation, e.g. the upregulation of superoxide dismutase Sod1, the thioredoxin reductase Trr1, and the thioredoxin orthologue Afu5g11320. On the other hand, oxidative stress induction overruled iron deprivation-mediated repression of several genes. In agreement with the gene expression data, growth studies underlined that in *A. fumigatus* iron deprivation aggravates oxidative stress susceptibility.

**Conclusions:**

Our data demonstrate that studying stress responses under separate single stress conditions is not sufficient to understand how *A. fumigatus* adapts in a complex and hostile habitat like the human body. The combinatorial stress of iron depletion and hydrogen peroxide caused clear non-additive effects upon the stress response of *A. fumigatus*. Our data further supported the view that the ability of *A. fumigatus* to cause diseases in humans strongly depends on its fitness attributes and less on specific virulence factors. In summary, *A. fumigatus* is able to mount and coordinate complex and efficient responses to combined stresses like iron deprivation plus H_2_O_2_-induced oxidative stress, which are exploited by immune cells to kill fungal pathogens.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4730-x) contains supplementary material, which is available to authorized users.

## Background

*Aspergillus fumigatus* is a ubiquitous fungal species, which occurs commonly on decaying organic matter and in soil under a wide variety of conditions [1, 2]. This mould is also known as one of the most important airborne human pathogenic fungi with an outstandingly high mortality rate (50–95%) in immunocompromised patients, who suffer from an invasive *A. fumigatus* infection (referred to as invasive aspergillosis) [3–6]. The reasons for the unique success of *A. fumigatus* as the most important opportunistic human pathogen among phylogenetically closely related aspergilli are largely unknown.

Several fungal factors that determine the outcome of infections have been identified [6–10]. These include the rodlet and cell wall melanin layers of conidia [11, 12]; the cell wall exopolysaccharide galactosaminogalactan, which has possible anti-inflammatory effects [13]; the production of mycotoxins such as the immune response modulator gliotoxin [14]; elastinolytic proteases [15]; efficient iron and zinc acquisition systems [16, 17]; acquisition and detoxification of copper [18, 19]; as well as the suitable oxidative stress defense systems to detoxify reactive oxygen species (ROS) generated by macrophages and neutrophils [10, 20].

The stress responses of *A. fumigatus* have also been studied intensively in order to identify a potential Achilles’ heel of this pathogen. Researchers aimed to elucidate the orchestration of the signaling network regulating the stress response and understanding the physiological background of the adaptation process [21–29]. Iron starvation and oxidative stress are typical stresses for *A. fumigatus* and also for other microorganisms, which they may encounter in the human host [29]. *A. fumigatus* acquires iron by low affinity iron transporters, the reductive iron assimilation (RIA) system, and siderophore-mediated iron uptake [30]. It is unable to utilize iron directly from human iron-binding proteins like hemoglobin, transferrin, or ferritin [30], however siderophores can chelate iron from host proteins [31]. The significance of the low affinity iron transport has not been studied in details so far [29, 30]. Both RIA and siderophore-mediated iron uptake are important in adaptation to iron starvation, however, only the contribution of siderophore biosynthesis and ferri-siderophore transport to virulence has been demonstrated until now [30, 32–34]. The transcription factor HapX is crucial in regulating the iron starvation stress response in *A. fumigatus* [35]. It down-regulates iron-consuming pathways such as iron-sulfur cluster assembly, heme biosynthesis, respiration, the tricarboxylic-acid (TCA) cycle and amino acid metabolism, while it up-regulates iron acquisition via siderophore biosynthesis [35].

Several elements of the oxidative stress response have been identified in *A. fumigatus,* which include the production of catalases, superoxide dismutases (SODs), elements of the thioredoxin and glutathione-glutaredoxin system, as well as the conidial pigment melanin [12, 26]. Both MpkA- and SakA-mediated MAPK stress signaling pathways as well as the Yap1 and Skn7 transcriptional regulators were demonstrated to modulate the oxidative stress response [36–39]. Single gene deletions had no impact on virulence, suggesting that a significant level of redundancy exists in the oxidative stress defense system of *A. fumigatus* [29]. Importantly, oxidative stress response and iron metabolism are tightly linked; iron overload can catalyze the formation of ROS, but detoxification of ROS by heme peroxidases and catalases requires the iron-containing cofactor heme [40, 41].

In natural habitats like the human body, microbial pathogens have to cope with combinations of various and rapidly changing stress conditions rather than single stress types. The interplay between different stress responses can decrease synergistically and markedly the fitness and, hence, the chance of the microorganisms to survive in the host. Indeed, human polymorphonuclear leukocytes have been shown to inhibit fungal growth by oxidative and non-oxidative mechanisms including iron depletion mediated via lactoferrin [42, 43].

Here, we examined how *A. fumigatus* adapts to combined stresses (iron deprivation/oxidative stress: -Fe/+H_2_O_2_) at the level of transcriptome and proteome. For this purpose, we compared the early stress responses to H_2_O_2_-induced oxidative stress in both iron-deprived and iron-replete *A. fumigatus* cultures. Oxidative and iron deficiency stress were chosen for two reasons: i) fungal pathogen species have to face both of them concomitantly in the human body [16, 26], and ii) combating these combined stresses is likely a difficult situation for the fungus to handle because iron is an important cofactor for several antioxidant enzymes such as catalases and heme peroxidases [40, 41] and, hence, a synergism between iron deprivation and oxidative stresses is predictable. To get comprehensive insights into the stress responses of iron-deprived *A. fumigatus* cultures towards ROS, we used a combined transcriptomic-proteomic based approach. Another reason for this is the fact that transcriptional changes do not necessarily correspond to changes in the protein concentrations [44]. This may be particularly true to iron-deprived conditions: up-regulation of an iron-dependent enzyme at the transcriptional level may not necessarily result in an increased abundance of the corresponding protein due to the lack of iron cofactors.

## Methods

### Strain and growth conditions

*A. fumigatus* strain Af293 (CBS 101355), received from the CBS-KNAW culture collection (http://www.westerdijkinstitute.nl/Collections/), was used throughout this study with exception of the oxidative stress resistance analysis and was maintained on Barrat’s minimal nitrate agar plates [45]. Plates were incubated at 37 °C for 5 d. Conidia obtained from the 5-days-old cultures were used in these experiments. Modified Barrat’s minimal nitrate broths (100 ml in 500 ml flasks) were inoculated with freshly isolated conidia and were incubated at 37 °C and 3.7 Hz shaking frequency. The modified Barrat’s minimal nitrate broth differed from the standard Barrat’s minimal nitrate medium in the added trace element solution, which did not contain EDTA and iron. This modified form of Barrat’s minimal nitrate broth was either supplemented with 30 μM FeCl_3_ (+Fe; iron-replete cultures) or used without addition of any iron (-Fe; iron-depleted cultures). Cultures (+Fe and -Fe) were inoculated with 4 × 10^8^ and 8 × 10^8^ conidia and were incubated for 33 h and 50 h, respectively, before harvest. At the two time points, the +Fe and -Fe cultures showed similar residual glucose content as well as similar dry cell mass. Oxidative stress was induced by addition of H_2_O_2_ (at 3 mM final concentration) to the cultures 1 h before sampling (+H_2_O_2_ and -H_2_O_2_ cultures).

For analysis of oxidative stress resistance, *A. fumigatus* strain ATCC 46645 (wild-type strain with similar oxidative stress resistance to the AF293 strain) and its siderophore-deficient derivative (*ΔsidA*) [30] were used. Strains (10^4^ conidia) were point-inoculated on minimal agar plates with different iron supply (30 μM FeSO_4_ or without addition of iron) with and without agents for inducing oxidative stress (1–3 mM H_2_O_2_, 0.5–2 mM paraquat or 0.01–0.03 mM menadione). Notably, ferrous iron is quickly oxidized to ferric iron during aerobic conditions, and we did not observe differences in growth patterns between supplementation with ferrous (FeSO_4_) compared to ferric (FeCl_3_) iron (data not shown). Certain plates also contained 0.2 mM bathophenanthroline disulfonate (BPS), a ferrous iron-specific chelator, which inactivates reductive iron assimilation [30]. All experiments were carried out in triplicates and growth was scored after incubation for 48 h at 37 °C.

### 2′,7′-dichlorofluorescin diacetate and chrome azurol S (CAS) liquid assays

In order to test how stress treatments perturb the redox homeostasis and siderophore production of cells, the following assays were applied: formation of 2′,7′-dichlorofluorescein (DCF) from 2′,7′-dichlorofluorescin diacetate, a marker of redox imbalance, was recorded as described previously [46]. The siderophore content of the fermentation broth was measured by the CAS liquid assay according to Machuca and Milagres [47].

### Reverse-transcription quantitative real-time polymerase chain reaction (RT-qPCR) assays

Total RNA was isolated from lyophilized mycelia according to Chomczynski [48]. RT-qPCR experiments were carried out as described previously [49] with the primer pairs presented in Additional file 1. RT-qPCR assays were carried out at the Genomic Medicine and Bioinformatics Core Facility, Department of Biochemistry and Molecular Biology, Faculty of Medicine, University of Debrecen, Debrecen, Hungary. The ΔΔCP values were used to quantify relative transcription levels and the gene Afu6g12400 (*fks1*) was selected as reference.

### RNA sequencing

Total RNA was isolated from +Fe/-H_2_O_2_ (iron-replete), +Fe/+H_2_O_2_ (H_2_O_2_-treated),-Fe/-H_2_O_2_ (iron-deprived), and -Fe/+H_2_O_2_ (iron-deprived-H_2_O_2_-treated) cultures in three biological replicates as described previously [48]. RNA samples were isolated for RNA sequencing and for RT-qPCR from independent experiments. RNA-sequencing (from library preparation to generation of fastq.gz files) was carried out at the Genomic Medicine and Bioinformatic Core Facility, Department of Biochemistry and Molecular Biology, Faculty of Medicine, University of Debrecen, Debrecen, Hungary. cDNA libraries for RNA-Seq were generated from 1 μg total RNA using a TruSeq RNA Sample Preparation Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s protocol. Fragment size distribution and molarity of libraries were checked on Agilent BioAnalyzer DNA1000 chip (Agilent Technologies, Santa Clara, CA, USA). A single-read 50 bp sequencing run was performed on an Illumina HiScan SQ instrument (Illumina, San Diego, CA, USA). Each library pool was sequenced in one lane of a sequencing flow cell, and 16–18 million reads per sample were obtained. The CASAVA software was used for pass filtering and demultiplexing processing.

Reads were aligned to *A fumigatus* (Af293) genome (Genome: A_fumigatus_Af293_version_s03-m05-r04_chromosomes.fasta.gz;  http://www.aspergillusgenome.org/download/sequence/A_fumigatus_Af293/archive; Genome features file (GFF): A_fumigatus_Af293_version_s03-m05-r04_features_with_chromosome_sequences.gff.gz; http://www.aspergillusgenome.org/download/gff/A_fumigatus_Af293/archive) using tophat (version 2.0.9) [50]. Calculation of FPKM (fragments per kilobase per million mapped fragments) values at the gene level and differential gene expression testing was performed using cuffdiff (version 2.2.1) [51] based on the mappings and corresponding genome features.

### Evaluation of transcriptome data

Up-regulated, down-regulated, and stress responsive genes were defined as genes that showed significantly different expression in the three biological replicates employing the cuffdiff software (version 2.2.1) [51] (adjusted *p*-value < 0.05) and where the transcriptional difference was at least two-fold: log_2_FC > 1 (up-regulated genes), log_2_FC < − 1 (down-regulated genes) or |log_2_FC| > 1 (stress responsive genes), where FC (“fold-change”) stands for I_treated_/I_reference_ and I is the mean FPKM value).

### Proteomics sample preparation

Three biological replicates of *A. fumigatus* Af293 mycelium samples from four different growth conditions were measured as described above in the section “Strain and growth conditions”. These included iron-replete conditions with (+Fe/+H_2_O_2_) and without (+Fe/-H_2_O_2_) oxidative stress induced by 3 mM hydrogen peroxide, as well as iron-deprived conditions with (-Fe/+H_2_O_2_) and without (-Fe/-H_2_O_2_) oxidative stress. Proteins were isolated and digested as described previously [52]. Labeling of tryptic peptides with iTRAQ 4-plex (Sciex, Darmstadt, Germany) reagents was performed according to the manufacturer’s manual. Each biological replicate was represented in one 4-plex reaction. The three 4-plex reactions were made up as follows: 114 (+Fe #1; -Fe/+H_2_O_2_ #2; +Fe/+H_2_O_2_ #3), 115 (-Fe #1; +Fe #2; -Fe/+H_2_O_2_ #3), 116 (+Fe/+H_2_O_2_ #1; -Fe #2; +Fe #3), 117 (-Fe/+H_2_O_2_ #1; +Fe/+H_2_O_2_ #2; -Fe #3). Each 4-plex reaction was combined, dried (speed vac), and resolubilized in 40 μL of 0.05% (*v*/v) trifluoroacetic acid in 2/98 (v/v) acetonitrile (ACN)/H_2_O for LC-MS/MS analysis.

### Liquid chromatography coupled to tandem mass spectrometry (LC-MS/MS) analysis

Proteome analysis was performed on an Ultimate 3000 nano RSLC/QExactive Plus LC-MS/MS system (Thermo Fisher Scientific). Each 4-plex reaction was measured in triplicate with an injection volume of 4 μL. Peptides were measured as described previously [52] including the following changes: The mobile phase consisted of eluent A [0.1% (v/v) formic acid in H_2_O] and eluent B [0.1% (v/v) formic acid in a ratio of 90/10 ACN/H_2_O]. Gradient elution was 0–4 min at 4% B, 150 min at 14% B, 200 min at 19% B, 300 min at 42% B, 319–329 min at 90% B, and 330–400 min at 4% B. Higher-energy collisional dissociation (HCD) fragmentation with the help of nitrogen gas occurred at a normalized collision energy of 34 V. Dynamic exclusion of precursor ions was set to 35 s and the fixed first mass was set to m/z 110 to match the iTRAQ reporter ions (m/z 114–117).

### Protein database search and reporter ion quantification

Thermo raw files were processed by Proteome Discoverer 1.4 (Thermo). MS/MS spectra were searched against the AspGD protein database of *A. fumigatus* Af293 (www.aspergillusgenome.org/download/sequence/A_fumigatus_Af293/current/A_fumigatus_Af293_current_orf_trans_all.fasta.gz; [53]) using Mascot 2.4 (Matrix Science, UK), Sequest HT and MS Amanda including up to two missed tryptic cleavages, a precursor mass tolerance of 10 ppm, and a fragment mass tolerance of 0.02 Da. Dynamic modifications were oxidation of Met and iTRAQ labeling of Tyr residues (not considered for quantification). Static modifications were carbamidomethylation of Cys by iodoacetamide and iTRAQ labeling of Lys residues and the peptide N-terminus. At least 2 peptides per protein and a strict target false discovery rate of < 1% were required for positive protein hits. Reporter ion quantification was based on an integration tolerance of 10 ppm using the most confident centroid. Reporter ion ratios were calculated for each 4-plex reaction based on the following comparisons: –Fe/+Fe, +Fe + H_2_O_2_/+Fe, -Fe + H_2_O_2_/+Fe, -Fe + H_2_O_2_/+Fe + H_2_O_2_, -Fe + H_2_O_2_/-Fe. Only unique peptides were considered for quantification. Isotopic correction and protein median normalization was applied. The significance threshold for iTRAQ ratios were ≥ 1.5 (up- or down). The data was further manually evaluated based on the average reporter ion count (≥2 for medium confidence, ≥4 for high confidence). Furthermore, the average variability was observed as a function of the differential regulation and the precursor ion count.

### Functional annotation of transcriptome and proteome data

The FungiFun2 package (https://elbe.hki-jena.de/fungifun/fungifun.php), with default settings was used to test the enrichment of genes related to FunCat and KEGG pathway categories in stress responsive gene groups [53]. Enrichment analysis was also carried out with the AspGD Gene Ontology Term Finder (http://www.aspergillusgenome.org/cgi-bin/GO/goTermFinder; [54]) applying default settings and biological process ontology GO terms. Only hits with *p*-value < 0.05 were taken into consideration during the evaluation process. Protein enrichment analysis was carried out as described above using the appropriate gene IDs instead of protein IDs.

Fisher’s exact test (*p* < 0.05) was used to detect significant gene enrichment of the following gene/protein groups in the stress responsive gene sets:

1. Antioxidant enzymes. This group of proteins/genes contains known and putative/probable catalases, peroxidases, SODs, peroxiredoxins, glutaredoxins, thioredoxins etc. collected from *Aspergillus* Genome Database (http://aspergillusgenome.org/).
2. TCA cycle. This group contains all the proteins/genes related to the mentioned biochemical pathways according to Flipphi et al. [55].
3. Iron transport. This gene group was created according to Haas [16] and to the *Aspergillus* Genome Database using the related GO terms and their child terms.
4. Squalene - ergosterol pathway. The gene group was generated according to Alcazar-Fuoli and Mellado [56]. This pathway does not contain the first steps of sterol biosynthesis that are shared with other pathways, e.g. with siderophore biosynthesis.
5. Heme binding. This group contains the proteins/genes belonging to the “Heme binding” FunCat term according to FungiFun2 webpage [53].
6. Respiration,
7. Cu^2+^ transport,
8. Zn^2+^ transport,
9. Fe-S cluster assembly,
10. Heme biosynthesis”,
11. Drug transmembrane transport,
12. Iron-sulfur cluster binding and
13. Transcription factors. These groups of proteins/genes were constructed based on the *Aspergillus* Genome Database using the related GO terms and their child terms. Genes/proteins presented in the “TCA cycle” group were omitted from the “Respiration” group.
14. Secondary metabolite cluster genes/proteins were collected according to Inglis et al. [57] and Lin et al. [58]. Only genes of clusters determined either manually or experimentally were involved in the analysis. Key genes were defined as secondary metabolite cluster genes encoding transcription factors (TFs), non-ribosomal peptide synthases (NRPSs), polyketide synthases (PKSs), or dimethylallyl tryptophan synthases (DATS). A secondary metabolite biosynthetic gene cluster was considered as up- or down-regulated if the up- or down-regulated genes within the cluster were significantly (*p* < 0.05) enriched in the studied gene set according to the Fisher’s exact test.

## Results

### Comparison of transcriptomic and proteomic data

In order to test how iron deprivation modifies the oxidative stress response of *A. fumigatus*, the transcriptome (Fig. 1, Table 1) and proteome of four different cultures, -Fe/-H_2_O_2_ (iron-deprived), +Fe/+H_2_O_2_) (H_2_O_2_-treated), -Fe/+H_2_O_2_ (iron-deprived-H_2_O_2_-treated), and + Fe/-H_2_O_2_ (iron-replete) cultures were studied in three biological replicates. 

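RNA of A. fumigatus Af293 was sequenced from 12 libraries, 3 for each of the +Fe/-H2O2, +Fe/+H2O2, -Fe/-H2O2 and -Fe/+H2O2 cultures, as single reads of 50 bp. H2O2 was added at 3 mM for 1 h. The +Fe cultures were grown for 33 h with 30 µM FeCl3 according to the paper's methods, while the submitters' sample labels give 30 mM. The -Fe cultures were grown for 50 h from a larger inoculum, so that iron supply, culture age and inoculum differed together in every comparison of -Fe with +Fe cultures. Mapped reads per library, as the paper's Table 1 gives them, ran from 14.2 to 18.3 M in +Fe/-H2O2 (median 14.7), from 14.0 to 17.9 in +Fe/+H2O2 (median 16.3), from 14.4 to 16.8 in -Fe/-H2O2 (median 15.6) and from 15.5 to 17.6 in -Fe/+H2O2 cultures (median 15.8). The authors aligned the reads with TopHat2 2.0.9 and computed FPKM (fragments per kilobase of gene, scaled to the number of mapped fragments) and tests with Cuffdiff 2.2.1. Their deposited table holds 10130 genes, with 1 FPKM per group, and for each of 6 pairs of groups a log2FC, a test statistic, a p-value and a q-value.
Unless another scale, adjustment or test is named, each FPKM, log2FC and call given beside the conclusions is a value of the authors' deposited table. Calls use the paper's thresholds (q below 0.05 and a change of more than 2-fold). A gene was counted as up-regulated, down-regulated or not called, and genes without a test stayed out of the counts. Values of single libraries were not analysed here, so the spread between replicates enters only through the authors' test statistic. Cuffdiff can pool that spread over groups, so errors derived from the statistic need not measure the spread of each group. The standard error beside a log2FC was derived from that statistic. The squared ratio of log2FC to statistic was split into the variances of the 4 group means, and the result was divided by the 3 libraries of a group, since the normal quantile of the deposited p was 1.74 times the statistic (5th to 95th percentile 1.69 to 1.78; the square root of 3 is 1.73). These variances also gave a test of whether the H2O2 effect differed between -Fe and +Fe cultures (interaction test: normal test of the difference of the log2FC, Benjamini-Hochberg adjustment over 8840 genes), which was chosen after the table had been seen. Calls of this test are also given for a wider error, not divided by the 3 libraries. The deposited p has a floor of 5e-05, which gives a q of 0.000153.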

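Iron deprivation without H2O2 up-regulated 1107 genes and down-regulated 1383 genes in the authors' deposited table, 27.1% of the 9172 genes tested. When H2O2 was also present, 2420 genes were up-regulated and 2344 were down-regulated against the +Fe/-H2O2 control, 52.0% of 9157. Among called genes with an FPKM of at least 10 in the higher group, Afu2g00540 had the largest rise in -Fe/-H2O2 cultures, with a log2FC of 9.85 (standard error 0.33). By the same rule, the largest falls in the deposited table were those of Afu4g03930, at -8.87 (standard error 0.31), Afu6g07855, at -7.87 (standard error 0.50), Afu4g03920, at -7.76 (standard error 0.33), and Afu7g00990, at -7.56 (standard error 0.28). Among such genes of the -Fe/+H2O2 cultures, Afu5g01290 rose most, by a log2FC of 8.47 (standard error 0.40), followed by the siderophore synthetase gene sidD and by Afu2g00580, at 8.12 (standard error 0.30). Afu3g13680 and Afu3g13660, on either side of Afu3g13670 on chromosome 3, fell most, with log2FC of -9.12 (standard error 0.69) and -9.02 (standard error 0.60). Their deposited q-values, 0.0213 and 0.00132, were far weaker than these errors would give, so that the derived errors are too small here. The 90th percentile of the absolute log2FC was 2.13 in -Fe/-H2O2 and 2.97 in -Fe/+H2O2 cultures, against median standard errors of 0.224 and 0.231. Of the up-regulated genes, 10 and 18 were listed at 0 in the control and have no fold.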

The -Fe/-H_2_O_2_ and the -Fe/+H_2_O_2_ conditions resulted in significant changes at both the transcriptome and the proteome level in comparison to +Fe/-H_2_O_2_ control cultures (Fig. 2, Tables 2 and 3).

**Fig. 1:**
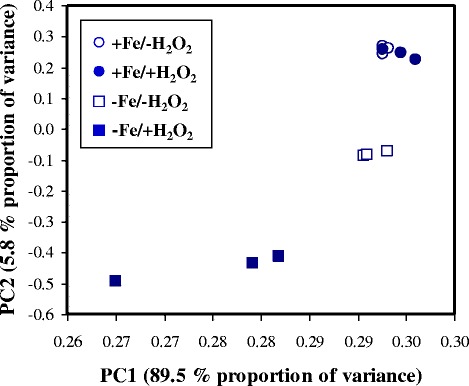
Principal component analysis of the transcriptome data. Symbols represent +Fe/-H_2_O_2_ (○), +Fe/+H_2_O_2_ (●), -Fe/-H_2_O_2_ (□) and -Fe/+H_2_O_2_ (■) cultures

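From the 4 group values of the authors' deposited table, the -Fe/+H2O2 cultures lay apart from all others and the +Fe cultures lay side by side. On the first component, which held 66.6% of the variance of log2(FPKM + 1) over 9263 genes, +Fe/-H2O2 scored -56.1 and +Fe/+H2O2 -52.5, while -Fe/-H2O2 scored 6.30 and -Fe/+H2O2 102. The second component, with 25.7%, set -Fe/-H2O2, at -68.5, against the other groups, at 26.0, 15.9 and 26.6. Across genes, the log2 values of +Fe/+H2O2 and +Fe/-H2O2 had a Pearson's r of 0.956 and a root mean square difference of 0.649. The same measures were 0.822 and 1.40 between -Fe/+H2O2 and -Fe/-H2O2, 0.845 and 1.21 between -Fe/-H2O2 and +Fe/-H2O2, and 0.747 and 1.68 between -Fe/+H2O2 and +Fe/-H2O2. Genes are not independent replicates, and 4 group means show no spread between libraries.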

**Table 1:** Basic statistics of the transcriptome data

Sample	Total reads (10^6^)	Mapped reads (10^6^)	Mapped ratio (%)
+Fe/-H_2_O_2_ 1	19.0	18.3	96.0
+Fe/-H_2_O_2_ 2	15.3	14.7	95.5
+Fe/-H_2_O_2_ 3	14.8	14.2	96.0
Sum:	49.2	47.2	95.9
+ Fe/+H_2_O_2_ 1	18.8	17.9	95.5
+ Fe/+H_2_O_2_ 2	17.1	16.3	95.7
+ Fe/+H_2_O_2_ 3	14.6	14.0	95.8
Sum:	50.5	48.3	95.7
-Fe/-H_2_O_2_ 1	15.0	14.4	95.9
-Fe/-H_2_O_2_ 2	16.3	15.6	95.5
-Fe/-H_2_O_2_ 3	17.6	16.8	95.6
Sum:	48.9	46.8	95.7
-Fe/+H_2_O_2_ 1	16.4	15.8	95.8
-Fe/+H_2_O_2_ 2	18.3	17.6	96.0
-Fe/+H_2_O_2_ 3	16.1	15.5	96.1
Sum:	50.9	48.9	96.0
Total sum:	199.5	191.1	95.8

**Fig. 2:**
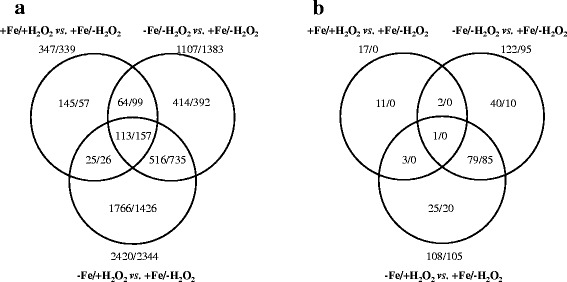
Venn-diagrams of the detected changes in the transcriptome and proteome. Graphs indicating the number of up-regulated/down-regulated (**a**) genes and (**b**) proteins

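In the authors' deposited table, 113 genes were up-regulated and 157 were down-regulated in all 3 comparisons with the +Fe/-H2O2 control. Iron deprivation and the combined stress shared another 516 up-regulated and 735 down-regulated genes, H2O2 in +Fe cultures and the combined stress 25 and 26, and iron deprivation and H2O2 in +Fe cultures 64 and 99. Only iron deprivation called 414 up-regulated and 392 down-regulated genes, only H2O2 in +Fe cultures 145 and 57, and only the combined stress 1766 and 1426. Up-regulated genes of iron deprivation and of the combined stress overlapped by 629, where independent lists would share 272, and down-regulated genes by 892 against 358. For H2O2 in +Fe cultures and the combined stress the overlaps were 138 against 79.9 and 183 against 88.4, and for iron deprivation and H2O2 in +Fe cultures 177 against 35.8 and 256 against 52.1.
All 3 comparisons use the same +Fe/-H2O2 libraries. In a simulation without effects, error alone gave a Spearman's rho across genes of 0.448, 0.462 and 0.477 for these pairs. The observed values were 0.486, 0.212 and 0.436. Such a simulation gives a rho of this size however small the errors are, so it cannot say how much of the observed rho is noise. The covariance of the log2FC was 1.53 for iron deprivation and the combined stress, where the shared error accounts for 0.163, 0.228 against 0.183 for H2O2 in +Fe cultures and the combined stress, and 0.314 against 0.160 for the single stresses. The control libraries could not be divided between comparisons because the table gives group values, and part of the excess may come from the shared controls.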

**Table 2:** Results of the gene enrichment analysis

Comparison	Up-	Down-	Significant enriched FunCat terms^a^	
	regulated genes		for up regulated genes	for down regulated genes
-Fe/-H_2_O_2_ vs. +Fe/-H_2_O_2_	1107	1383	secondary metabolism, drug/toxin transport, homeostasis of metal ions, siderophore-iron transport, degradation of aspartate	translation, Fe/S binding, ribosome biogenesis, secondary metabolism, aerobic respiration, detoxification involving cytochrome P450, heme binding, TCA pathway, metabolism of melanins, catalase reaction
+Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_	347	339	secondary metabolism	secondary metabolism, siderophore-iron transport, extracellular polysaccharide degradation, homeostasis of metal ions
-Fe/+H_2_O_2_ vs. -Fe/-H_2_O_2_	2125	2028	proteasomal degradation, heat shock response, vacuolar/lysosomal transport, oxidative stress response, DNA repair	ribosome biogenesis, translation, allantoin and allantoate transport, secondary metabolism, vitamin/cofactor transport, fatty acid metabolism, virulence and disease factors, degradation of glutamine
-Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_	2420	2344	vacuolar/lysosomal transport, heat shock response, proteasomal degradation, transcription initiation, vacuole or lysosome, DNA repair	ribosome biogenesis, translation, Fe/S binding, TCA pathway, secondary metabolism, aerobic respiration, detoxification involving cytochrome P450, allantoin and allantoate transport, disease-virulence-defense, heme binding

^a^Selected significant (p < 0.05) shared FunCat terms are presented. The full data sets, which also contain the significant shared GO and KEGG pathway terms are available in Additional file 2

**Table 3:** Results of the protein enrichment analysis

Comparison	Up	Down	Significant enriched FunCat terms^a^	
	regulated proteins		for up-regulated proteins	for down-regulated proteins
-Fe/-H_2_O_2_ vs. +Fe/-H_2_O_2_	122	95	siderophore-iron transport, oxygen and radical detoxification	Fe/S binding, aerobic respiration, translation, ribosome biogenesis, sulfate assimilation, biosynthesis of leucine, unfolded protein response, biosynthesis of homocysteine, TCA pathway
+Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_	17	0	No significant term was found.	No proteins were related to this gene group.
-Fe/+H_2_O_2_ vs. -Fe/-H_2_O_2_	3	0	heat shock response, oxidative stress response	No proteins were related to this gene group.
-Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_	108	105	siderophore-iron transport	Fe/S binding, aerobic respiration, translation, ribosome biogenesis, TCA pathway, biosynthesis of glutamate, heme binding, biosynthesis of leucine, biosynthesis of homocysteine

^a^Selected significant (p < 0.05) shared FunCat terms are presented. The full data sets, which also contain the significant shared GO and KEGG pathway terms are available in Additional file 2

In contrast, the H_2_O_2_-induced oxidative stress had only a moderate effect on both the transcriptome and the proteome of *A. fumigatus* cultures cultivated under iron-replete conditions (Fig. 2, Tables 2 and 3). It cannot be ruled out that the applied 3 mM concentration of H_2_O_2_ was not sufficient to elicit more significant transcriptomic and proteomics changes. However, higher H_2_O_2_ concentrations were lethal under iron-deprived conditions (data not shown) and, in addition, even a H_2_O_2_ concentration of 2 mM was shown to activate an AfYap1-dependent oxidative stress response in *A. fumigatus* [36]. 

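H2O2 up-regulated 347 and down-regulated 339 genes of +Fe cultures in the authors' deposited table, 7.57% of the 9064 genes tested. Among called genes with an FPKM of at least 10 in the higher group, the largest rises were those of Afu8g07170, with a log2FC of 4.00 (standard error 0.25), Afu5g02630, at 3.51 (standard error 0.24), and Afu5g00910, at 3.49 (standard error 0.28). Of the 5 largest falls, 3 lay within a few genes of each other on chromosome 3: Afu3g15055, at -4.71 (standard error 0.39), Afu3g15010, at -3.85 (standard error 0.26), and Afu3g15050, at -3.78 (standard error 0.23). Afu2g14525 fell by 3.74 on the log2 scale (standard error 0.33) and Afu1g17170 by 3.63 on the log2 scale (standard error 0.29). The standard deviation of the log2FC over all tested genes was 0.615, and the 90th percentile of its absolute value was 0.892, which is below the 2-fold threshold. At q below 0.05 without the fold threshold, 1812 genes were called. The depth was similar in all groups, and the median standard error of 0.222 was no larger than in the other comparisons. Cuffdiff can pool the spread over groups, so this error cannot show whether the replicates of these groups varied less or more.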

The recorded changes at the mRNA and protein level showed a relatively good correlation for the comparison of cultures grown under -Fe/-H_2_O_2_ vs. -Fe/+H_2_O_2_ conditions (Fig. 3). Nevertheless, a weaker correlation of the transcriptome and proteome data was found for the +Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_ and the –Fe/+H_2_O_2_ vs. -Fe/-H_2_O_2_ cultures (Fig. 3).

**Fig. 3:**
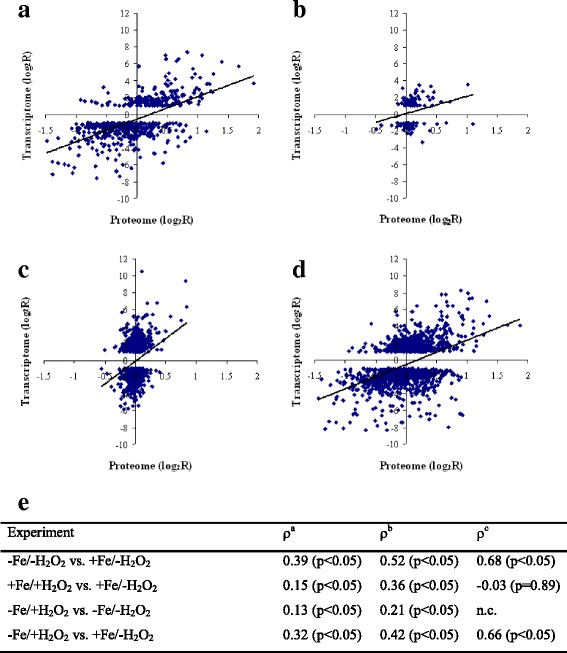
Correlation between proteome and transcriptome data. Data pairs containing the log_2_ ratio (log_2_FC) of the mean FPKM values (in case of the up- or down regulated genes only) and the log_2_ ratio (log_2_FC) of the appropriate mean protein abundance values are presented. A - -Fe/-H_2_O_2_ vs. +Fe/-H_2_O_2_ B - + Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2._ C - -Fe/+H_2_O_2_ vs. -Fe/-H_2_O_2._ D - -Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2._ E - Pairwise Spearman’s rank correlation coefficients calculated from the log_2_FC values (transcriptome vs. proteome). a - all available transcriptome vs. proteome data pairs. b - transcriptome data of up- or down-regulated genes only vs. proteome data. c - proteome data of up- or down-regulated proteins only vs. transcriptome data. n.c. - We found only three up- or down-regulated proteins, therefore a correlation coefficient was not calculated in this case

### Characterization of the stress responsive genes/proteins

To understand the physiological changes under the applied stress conditions, the stress responsive genes/proteins were studied by enrichment analysis using FunCat, GO, and KEGG pathway terms (Additional file 2, Tables 2 and 3). The regulations of the following gene/protein groups, which are potentially important for the oxidative stress or iron starvation response and/or the virulence of *A. fumigatus* [6–10], were also studied in detail: (1) “Antioxidant enzymes”; (2) genes/proteins related to iron metabolism including “Iron transport”, “Fe-S cluster assembly”, “Heme biosynthesis”, “Fe-S cluster binding”, “Heme binding”, “TCA cycle”, “Respiration”, “Squalene-ergosterol pathway”; (3) further genes/proteins related to the virulence including “Cu-transport”, “Zn-transport”, “Drug transmembrane transport” and “Secondary metabolite cluster genes”; as well as (4) “Transcription factors” (Additional files 3 and 4). 

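The lists of Additional files 3 and 4 were read as listed, with each gene counted once, and were tested among the genes tested in the authors' deposited table by a one-sided Fisher's exact test for up- and for down-regulated genes, with Benjamini-Hochberg adjustment over the lists. Unless another count is given, a list had as many called genes when adjusted over the list alone. Transcription factor genes, the largest functional list, had 56 up-regulated and 29 down-regulated members of 318 under iron deprivation (adjusted Fisher's p = 0.0141 for the rise). H2O2 up-regulated 14 and down-regulated 5 of them in +Fe cultures, and 65 and 88 in -Fe cultures. Under the combined stress, 83 rose and 73 fell (adjusted Fisher's p = 1 and 1). Conidiation genes, markers of the conidiophores and conidia that a hyphal culture can hold, were listed before the deposited table was examined. Genes of heat shock proteins and 6 stress response regulators were listed then too. For list members in Additional files 3 and 4, the paper's printed values had been seen by then. These 3 lists were adjusted among themselves. Of 14 conidiation genes, 10 were down-regulated and 1 was up-regulated under iron deprivation (adjusted Fisher's p = 9.89e-06), and none was called after H2O2 in +Fe cultures. The regulator gene of conidiophore formation, brlA (Afu1g16590), fell by 3.35 on the log2 scale (standard error 0.22) in -Fe/-H2O2 cultures. There rodA, which encodes a hydrophobin of the conidial surface, fell by 3.82 on the log2 scale (standard error 0.30). In contrast, abaA, wetA and vosA were not called, at log2FC of -0.27, 0.77 and 0.26, and conJ rose by 1.03. Of the 8 conidiation genes outside the DHN-melanin cluster, 4 were down-regulated.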

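The iron uptake gene freB (Afu1g17270) had a log2FC of 4.57 in -Fe/-H2O2 cultures in the authors' deposited table, where the paper's RT-qPCR value is 4.70 (SD 1.00). For gliP, the peptide synthetase gene of gliotoxin, the deposited log2FC was -6.07 and the paper's RT-qPCR value -3.06 (SD 1.20). After H2O2 in -Fe cultures, Afu4g06770 had a deposited log2FC of 1.92 and an RT-qPCR value in the paper of 1.15 (SD 0.60), and fma-PKS, of the fumagillin cluster, had -2.15 and -1.60 (SD 0.90). Over the 26 genes of Additional file 5, Pearson's r across genes was 0.937 under iron deprivation, 0.783 for H2O2 in +Fe cultures, 0.714 for H2O2 in -Fe cultures and 0.935 under the combined stress. Both methods gave the same sign for 24, 18, 23 and 23 of the 26 genes in the same order. Of genes with a deposited log2FC above 1 in size, 18 of 18, 6 of 6, 14 of 15 and 20 of 20 had the same sign in both methods. The exception was ccp1 after H2O2 in -Fe cultures, with a deposited log2FC of 2.97 and an RT-qPCR value in the paper of -0.525 (SD 0.50). For cat1 the values were 3.63 and 0.575 (SD 0.50). The RT-qPCR value was the smaller in size for 20, 11, 20 and 18 of the 26 genes. The reference gene fks1 had deposited log2FC of 0.14, -0.02, 0.29 and 0.44 in these comparisons, none of them called. The cultures of both methods were independent, and genes are not independent replicates.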

For selected genes, the transcriptional changes were also confirmed by RT-qPCR (Additional file 5).

### Effects of iron deprivation (-Fe/-H_2_O_2_ vs. +Fe/-H_2_O_2_)

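Under iron deprivation, 20 of 35 iron transport genes were up-regulated and 7 were down-regulated in the authors' deposited table (adjusted p = 9.34e-09 for the rise, one-sided Fisher's exact test). Of the TCA cycle genes, 12 of 35 were down-regulated and 3 were up-regulated (adjusted Fisher's p = 0.0136). Of 48 further genes of respiration, 15 were down-regulated and 1 was up-regulated (adjusted Fisher's p = 0.0136). These counts were the same when adjusted over the list alone. Median log2FC were 1.89 for iron transport, -0.43 for the TCA cycle and -0.43 for respiration. The 7 iron transport genes that fell include sreA, the siderophore repressor, cccA, which encodes a vacuolar iron importer, at -4.29 (standard error 0.28), and sidL, at -1.32 (standard error 0.21); cccA and sidL were chosen after their values were seen. The -Fe cultures were also older at harvest, and 10 of 14 conidiation genes were down-regulated in them.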

Enrichment analyses of stress responsive genes and proteins under iron-deprived conditions suggested up-regulation of siderophore metabolism, alterations in secondary metabolism and amino acid metabolism, as well as down-regulation of translation, formation of heme and FeS cluster proteins, TCA cycle and mitochondrial respiration (Additional files 2, 3, 4 and 5, Tables 2 and 3).

Iron deprivation caused alterations in the antioxidant defense system of *A. fumigatus*. 

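Of 28 antioxidant enzyme genes with a test, 11 were down-regulated and 1 was up-regulated in -Fe/-H2O2 cultures in the authors' deposited table, also when adjusted over the list alone (adjusted p = 0.00744 for the fall, one-sided Fisher's exact test). The median log2FC of the list was -0.69. The largest falls were those of sod3 (Afu1g14550), a superoxide dismutase gene chosen after its value was seen, at -6.62 (standard error 0.26), and of the catalase, peroxidase and bifunctional catalase-peroxidase genes cat1, ccp1 and cat2. The conidial catalase gene catA (Afu6g03890) had a log2FC of -1.35 (standard error 0.24). The other 16 genes were not called, among them the putative Fe-S protein gene Afu2g14960, at 0.03 (standard error 0.21).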

Down-regulation of the iron-containing enzymes Cat1 and Ccp1 (peroxidase) were detected on the transcriptome and proteome level, while certain iron-free antioxidant enzymes i.e. Trr1 (putative thioredoxin reductase), Afu5g11320 (putative thioredoxin), and Sod1 (CuZn-SOD) were up-regulated (Additional files 3 and 5). 

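The catalase gene cat1 (Afu3g02270), which lies on chromosome 3 from 562425 to 566253, fell from an FPKM of 349.9 to 5.34 in -Fe/-H2O2 cultures in the authors' deposited table, a log2FC of -6.03 (standard error 0.26). The cytochrome c peroxidase gene ccp1 (Afu4g09110), on chromosome 4 from 2378139 to 2381255, fell from 154 to 2.6, a log2FC of -5.89 (standard error 0.25). The Cu,Zn superoxide dismutase gene sod1 (Afu5g09240) rose from 206 to 1046, a log2FC of 2.35 (standard error 0.23). The thioredoxin reductase gene trr1 (Afu4g12990) had a log2FC of 0.17 (standard error 0.21) and was not called. The thioredoxin gene Afu5g11320 (aspf29) had a log2FC of -1.15 (standard error 0.25) and was down-regulated in the deposited table. These are transcript levels, while the Discussion of the paper names Trr1, Afu5g11320 and Sod1 as proteins that were up-regulated.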

Iron deprivation also induced alterations in the redox status of *A. fumigatus* as visualized by the ROS-activated fluorescent probe 2′,7′-dichlorofluorescein diacetate (Fig. 4).

**Fig. 4:**
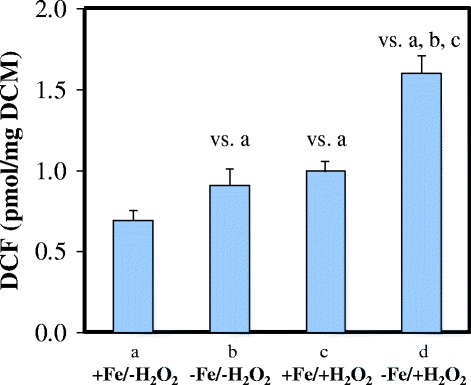
DCF production of the –Fe/+H_2_O_2_ *A. fumigatus* cultures. Redox imbalance caused by stress treatment was quantified with the 2′,7′-dichlorofluorescin diacetate assay. DCF productions were given as produced pmol DCF / mg dry cell mass (DCM). Mean ± S.D. calculated from three independent experiments are presented. The label “vs. a”, “vs. b”, and “vs. c” represent significantly increased DCF production compared to iron-repleted (+Fe), iron-depleted (-Fe), and H_2_O_2_-treated iron-replete (+Fe/+H_2_O_2_) cultures, respectively, according to Student’s t-test (*p* < 0.05)

Up-regulation of siderophore metabolism (siderophore biosynthesis and ferri-siderophore uptake) was accompanied by the up-regulation of *amcA* and *hmg2*, which are both involved in supplying precursors for siderophore biosynthesis (Additional file 3). 

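The siderophore synthetase gene sidD (Afu3g03420), required for the extracellular fusarinine-type siderophores, rose by a log2FC of 7.36 (standard error 0.27) in -Fe/-H2O2 cultures, in the authors' deposited table, second to Afu2g00540 among called genes with an FPKM of at least 10 in the higher group. Beside it on chromosome 3, the transacylase gene sidF and the hydratase gene sidH had log2FC of 7.04 (standard error 0.27) and 6.58 (standard error 0.28), and sidI, the ligase gene of the same branch, had 7.04 (standard error 0.26). The ornithine monooxygenase gene sidA, of the first step, rose by 3.60 (standard error 0.29). The deposited FPKM of sidD went from 0.894 to 147. The transporter gene amcA (Afu8g02760) rose from 34.6 to 429.9, a log2FC of 3.64 (standard error 0.23). The reductase gene hmg2 (Afu1g11230) was called up-regulated in the deposited table at a log2FC of 2.29, from an FPKM of 0.22 to 1.07. No standard error could be derived for hmg2, which was expressed at a low level in all 4 groups, and its log2FC on the log2(FPKM + 1) scale was 0.76.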

The *amcA* gene encodes a transporter involved in the mitochondrial export of L-ornithine [59], which is the main precursor of siderophore biosynthesis in *A. fumigatus*. The gene *hmg2* encodes the enzyme hydroxymethylglutaryl-CoA reductase, which catalyzes the formation of mevalonate, a precursor of the extracellular siderophores fusarinine C and triacetyl-fusarinine C (TAF-C) [60]. Moreover, synchronous up-regulation of the iron regulator *hapX* [35] and down-regulation of the GATA-factor *sreA* (a repressor of siderophore biosynthesis [61, 62]) were also observed (Additional files 3 and 5). 

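The iron regulator gene hapX (Afu5g03920), on chromosome 5 from 1042978 to 1045263, rose from an FPKM of 29 to 296 in -Fe/-H2O2 cultures in the authors' deposited table, a log2FC of 3.35 (standard error 0.23). The repressor gene sreA (Afu5g11260), on chromosome 5 from 2883756 to 2886983, fell from 75.5 to 6.11, a log2FC of -3.63 (standard error 0.23). Neither gene was called after H2O2 in +Fe cultures, with log2FC of -0.22 (standard error 0.21) for hapX and -0.38 (standard error 0.21) for sreA. In -Fe cultures, H2O2 up-regulated sreA by a log2FC of 1.79 (standard error 0.24), while hapX had 0.65 (standard error 0.26) and was not called. The difference between the H2O2 effects in -Fe and +Fe cultures was 2.18 (standard error 0.32) for sreA and 0.87 (standard error 0.33) for hapX, and both passed the interaction test. At the wider error that of sreA passed and that of hapX (standard error 0.57) did not.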

Elevated siderophore production was also confirmed by the CAS assay; 49 ± 6 μM (*n* = 4) of extracellular siderophores (50 h) were detected in iron-starved cultures, while < 3 μM was measured in iron-replete cultures.

It is notable that although several Fe-S cluster- and heme-binding proteins were down-regulated (Additional files 3 and 5) together with a few important genes of Fe-S cluster assembly (e.g. *isa1* [35]) and heme biosynthesis (e.g. *hemA* [35]), no bulk down-regulation of genes belonging to these processes was observed (Additional file 3). Moreover, up-regulation of genes encoding iron-dependent ergosterol biosynthesis enzymes (*erg3A, erg3B, erg25A, erg25B*) (Additional files 3) and corresponding increased levels of the enzyme Erg3A was detected (Additional file 3). In contrast, we could not identify the up-regulation of any other iron-dependent, ergosterol biosynthetic enzymes, including Erg5 (sterol C22 desaturase), Cyp51A and B (lanosterol 14α-demethylases), or their corresponding genes (Additional file 3).

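The Fe-S cluster assembly gene isa1 (Afu4g10690) fell by 3.58 on the log2 scale (standard error 0.22) in -Fe/-H2O2 cultures, and hemA (Afu5g06270), which encodes the first enzyme of heme biosynthesis, fell by 3.65 on the log2 scale (standard error 0.22), both in the authors' deposited table. Of 15 Fe-S cluster assembly genes, 5 were down-regulated, 0 were up-regulated and 10 were not called (adjusted p = 0.147 for the fall, one-sided Fisher's exact test). Of 11 heme biosynthesis genes, 4 were down-regulated, 0 were up-regulated and 7 were not called (adjusted Fisher's p = 0.158). Neither list passed the test, and both counts were the same when adjusted over the list alone. The coproporphyrinogen oxidase gene hem13 (Afu1g07480) was among the heme biosynthesis genes that fell. The median log2FC were -0.44 and -0.70.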

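The C-5 sterol desaturase genes erg3A (Afu6g05140) and erg3B (Afu2g00320) had log2FC of 2.02 (standard error 0.26) and 1.64 (standard error 0.22) in -Fe/-H2O2 cultures in the authors' deposited table. The C-4 methyl sterol oxidase genes erg25A (Afu8g02440) and erg25B (Afu4g04820) had log2FC of 1.01 (standard error 0.30) and 1.60 (standard error 0.29). All 4 enzymes need iron, and all 4 genes were called, erg25A close to the 2-fold threshold. Their deposited FPKM rose from 217 to 885 for erg3A, from 141 to 438 for erg3B, from 1374 to 2769 for erg25A and from 579 to 1762 for erg25B. Close copies such as erg3A and erg3B can share reads, and the sources used here do not say how such reads were assigned.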

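The sterol C-22 desaturase gene erg5 (Afu1g03950) had a log2FC of -0.28 (standard error 0.23) under iron deprivation and was not called in the authors' deposited table. The lanosterol demethylase gene cyp51A (Afu4g06890), the target of azole antifungals, was down-regulated with a log2FC of -1.13 (standard error 0.23). Its paralog cyp51B (Afu7g03740) had -0.43 (standard error 0.22) and was not called. None of the 3 genes was called after H2O2 in +Fe cultures, with log2FC of -0.33 (standard error 0.23), -0.10 (standard error 0.24) and -0.11 (standard error 0.22) in the same order. Their deposited FPKM in -Fe/-H2O2 cultures were 178, 59.5 and 137.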

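Of 23 drug transmembrane transport genes with a test, 8 were up-regulated, 1 was down-regulated and 14 were not called in -Fe/-H2O2 cultures in the authors' deposited table, also when adjusted over the list alone (adjusted p = 0.0238, one-sided Fisher's exact test). Among those that rose were abcB (Afu1g10390), an ABC transporter gene, at a log2FC of 1.32 (standard error 0.22), and atrF, at 1.17 (standard error 0.27). On the log2(FPKM + 1) scale the atrF value was 0.55, below the threshold. Of 9 Zn2+ transport genes, 5 were down-regulated, 2 were up-regulated and 2 were not called, also when adjusted over the list alone (adjusted Fisher's p = 0.0193). The plasma membrane zinc transporter gene zrfB (Afu2g03860) fell by 4.98 on the log2 scale (standard error 0.24), while zrcA (Afu7g06570) rose by 4.32 (standard error 0.23). Of 17 Cu2+ transport genes, 6 were down-regulated and 2 were up-regulated (Fisher's p = 0.0325 before and 0.0852 after adjustment over the lists).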

Up-regulation of drug transmembrane transport genes as well as the down-regulation of Zn^2+^ and Cu^2+^ transport genes was also observed (Additional file 3). 

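Of 231 secondary metabolite cluster genes, 56 were up-regulated and 85 were down-regulated in -Fe/-H2O2 cultures in the authors' deposited table (adjusted p = 3.74e-06 and 7.57e-15, one-sided Fisher's exact tests). Both counts were the same when adjusted over the list alone. Of 53 key genes, which encode the synthases and regulators of the clusters, 18 rose and 15 fell (adjusted Fisher's p = 2.47e-04 and 0.0305). With all genes of the table as background, the fall of the key genes had an adjusted p of 0.0661. Among key genes, gliP (Afu6g09660) of gliotoxin fell from an FPKM of 16.3 to 0.241, and pksP (Afu2g17600), the polyketide synthase gene of DHN-melanin, from 48 to 4.79, a log2FC of -3.33 (standard error 0.22). The peptide synthetase genes nrps5 (Afu3g12920) and nrps14 (Afu8g00540) rose by log2FC of 1.49 (standard error 0.21) and 1.21 (standard error 0.26).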

When one considers the stress-dependent expression of secondary metabolite biosynthetic genes, both up- and down-regulated genes that fall into this category were significantly enriched under iron deprivation (Additional files 4 and 5). 

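All 12 gliotoxin cluster genes with a test were down-regulated under iron deprivation in the authors' deposited table, with a median log2FC of -6.22. The fall had an adjusted p of 3.12e-09 (one-sided Fisher's exact test, adjusted over the lists of Additional files 3 and 4). The 9 genes of the Afu6g13930 cluster (adjusted Fisher's p = 6.17e-07), the 7 of the fumipyrrole cluster (1.64e-05) and the 5 of the fumiquinazoline cluster (4.55e-04) all fell too, and fmqD had one of the 5 largest falls of the comparison, -7.38 (standard error 0.42). Of 10 DHN-melanin cluster genes, 8 fell and 1 rose (adjusted Fisher's p = 6.96e-05; 9 fell when adjusted over the list alone). Its laccase and oxidase genes abr2 and abr1 had log2FC of -5.73 (standard error 0.42) and -6.76 (standard error 0.41). The fumigaclavine C cluster had 5 lower genes of 8 (adjusted Fisher's p = 0.0124) and the Afu3g13730 cluster 5 of 6 (0.00212).
Up-regulated genes were enriched in the siderophore cluster, with 10 of 18 (adjusted Fisher's p = 1.3e-04), the hexadehydro-astechrome cluster, with 7 of 8 (4.12e-05), the fumagillin cluster, with 8 of 15 (0.00101), and the pseurotin A cluster, with 3 of 4 (0.0333). The Afu3g02670 cluster had 3 of 5 up-regulated genes (Fisher's p = 0.0145 before and 0.0621 after adjustment). Down-regulated genes of the endocrocin, fumitremorgin B and backbone 6 clusters passed before adjustment only, with Fisher's p = 0.0345, 0.0345 and 0.0243. Of the 10 conidiation genes that fell in these cultures, 6 belong to the DHN-melanin cluster.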

Five secondary metabolite biosynthetic gene clusters (fumagillin, siderophore, hexadehydro-astechrome, pseurotin A, and Afu3g02670 clusters) showed significant up-regulation, while ten clusters (DHN-melanin, endocrocin, fumigaclavine C, fumipyrrole, fumiquinazoline, fumitremorgin B, gliotoxin, Afu3g13730, and Afu6g13930 clusters together with the “No PKS or NRPS backbone 6” cluster) showed significant down-regulation (Table 4).

**Table 4:** Regulation of selected secondary metabolism biosynthetic gene clusters

Cluster	Cluster size^a^	Related genes (up-regulated/down-regulated)			
		-Fe/-H_2_O_2_ vs. +Fe/-H_2_O_2_	+Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_	-Fe/+H_2_O_2_ vs. -Fe/-H_2_O_2_	-Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_
DHN-melanin cluster	10	1/8^b^	1/0	3/0	2/7^b^
Endocrocin cluster	9	2/4^b^	5^b^/1	1/4	1/5^b^
Fumagillin cluster	15	8^b^/0	11^b^/0	0/15^b^	1/2
Fumigaclavine C (fga) cluster	11	0/5^b^	4^b^/0	0/1	0/6^b^
Fumipyrrole cluster	7	0/7^b^	0/0	2/1	1/7^b^
Fumiquinazoline cluster	5	0/5^b^	1/0	1/0	0/4^b^
Fumitremorgin B (ftm) cluster	9	0/4^b^	0/0	0/7^b^	0/8^b^
Siderophore cluster	18	10^b^/5	0/10^b^	9^b^/3	11^b^/3
Gliotoxin (gli) cluster	12	0/12^b^	2/0	4/1	0/12^b^
Hexadehydro-astechrome cluster	8	7^b^/0	5^b^/0	1/4	3/0
Pseurotin A cluster	4	3^b^/0	4^b^/0	0/4^b^	0/1
Afu1g01010 cluster	4	2/0	1/0	0/4^b^	0/1
Afu3g01410 cluster	9	2/0	2^b^/0	3/4	2/3
Afu3g02570 and Afu3g02530 clusters	15	4/3	0/2	7^b^/0	6/2
Afu3g02670 cluster	7	3^b^/0	0/1	1/2	3/0
Afu3g13730 cluster	9	0/5^b^	0/4^b^	0/1	0/5^b^
Afu5g10120 cluster	10	3/0	1/0	2/0	6^b^/0
Afu6g13930 cluster	9	0/9^b^	0/2^b^	1/5^b^	0/9^b^
Afu7g00170 cluster	7	1/1	4^b^/0	1/0	1/0
No PKS or NRPS backbone 6 cluster	13	1/5^b^	0/2	3/1	3/5
Number of up-regulated clusters		5	7	2	2
Number of down-regulated clusters		10	3	5	9

^a^Number of genes belonging to the cluster. The full data sets are available in Additional file 4

^b^Significantly enriched gene group according to the Fisher’s exact test (p < 0.05)

### Effect of H_2_O_2_ treatment on iron-replete cultures (+Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_ cultures)

The employed oxidative stress treatment caused significant alterations in the redox homeostasis of iron-replete hyphae (Fig. 4). However, functional analysis of up- and down-regulated genes resulted in few significant shared FunCat, GO, or KEGG pathway terms, which reflected changes in secondary metabolism and also indicated down-regulation of siderophore biosynthesis (Table 2, Additional file 2) and Cu^2+^ transport (Additional file 3). 

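H2O2 in +Fe cultures down-regulated 11 of 34 iron transport genes and up-regulated 0 in the authors' deposited table, also when adjusted over the list alone (adjusted p = 5.3e-07, one-sided Fisher's exact test). The siderophore cluster held 10 down-regulated genes of 16 (adjusted Fisher's p = 1.45e-09). sidD and sidH fell with log2FC of -1.30 (standard error 0.30) and -1.35 (standard error 0.38) from a low level in the control, and sidI had -1.01 (standard error 0.30). At such low levels these folds depend on the scale: with log2(FPKM + 1) they were -0.47, -0.78 and -0.68. sidA (Afu2g07680) had -0.73 (standard error 0.22) and was not called. The high-affinity iron permease gene ftrA (Afu5g03800) fell by 1.10 on the log2 scale (standard error 0.22). Of 17 Cu2+ transport genes, 4 were down-regulated and 0 were up-regulated (adjusted Fisher's p = 0.0292). The zinc transporter gene zrfB fell by 2.32 on the log2 scale (standard error 0.24).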

At the level of proteome, only the GO terms “hydrogen peroxide catabolic process” and “removal of superoxide radicals” were significantly enriched. However, these two biological processes incorporated only two proteins: the putative thioredoxin reductase Trr1 and the catalase Cat2 (Additional files 2 and 3).

Similar to iron-deprived conditions, both up- and downregulated genes involved in the biosynthesis of secondary metabolites were significantly enriched (Additional file 4): Seven gene clusters (endocrocin, fumagillin, fumigaclavine C, hexadehydro-astechrome, pseurotin A, Afu3g01410, and the dimethylallyl tryptophan synthase containing Afu7g00170 cluster) showed significant up-regulation, meanwhile only three clusters (siderophore, Afu3g13730, and Afu6g13930) showed concomitant down-regulation (Table 4, Additional files 4 and 5).

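In +Fe cultures, H2O2 up-regulated 44 and down-regulated 25 of 227 secondary metabolite cluster genes in the authors' deposited table (adjusted p = 5.74e-18 and 1.81e-05, one-sided Fisher's exact tests). Of 15 fumagillin cluster genes, 11 rose (adjusted Fisher's p = 6.2e-12), with fma-PKS (Afu8g00370) at a log2FC of 1.42 (standard error 0.22). All 4 genes of the pseurotin A cluster rose (adjusted Fisher's p = 2.48e-05), with nrps14 at 1.23 (standard error 0.26). Also higher were 5 of 8 genes of the hexadehydro-astechrome cluster (adjusted Fisher's p = 3.83e-05), with nrps5 at 2.72 (standard error 0.22), 5 of 9 of endocrocin (6.95e-05), 4 of 6 of the Afu7g00170 cluster (2e-04) and 4 of 8 of fumigaclavine C (7.68e-04). The Afu3g01410 cluster had 2 of 8 up-regulated genes (Fisher's p = 0.0351 before and 0.183 after adjustment). Down-regulated genes made up 4 of 6 in the Afu3g13730 cluster (adjusted Fisher's p = 3.19e-04) and 2 of 9 in the Afu6g13930 cluster (p = 0.0422 before and 0.331 after adjustment).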

### Combined effects of iron-deprivation and H_2_O_2_ treatment on control cultures (-Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_)

H_2_O_2_-treatment of iron-deprived cultures perturbed significantly the redox homeostasis of hyphae (Fig. 4) and, concomitantly, induced the expression of a group of DNA repair, heat shock and oxidative stress response genes, which coincided with the induction of *atfA*, *yap1,* and *hsf1* genes (Table 2, Additional files 2 and 3) coding for important transcription factors governing oxidative and heat stress responses in *A. fumigatus* [21, 25, 36, 63]. 

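Added to -Fe cultures, H2O2 up-regulated the stress regulator genes atfA (Afu3g11330), at a log2FC of 2.25 (standard error 0.23), yap1 (Afu6g09930), at 1.84 (standard error 0.23), and hsf1 (Afu5g01900), at 1.04 (standard error 0.22), in the authors' deposited table. In +Fe cultures the same genes had -0.27 (standard error 0.22), -0.38 (standard error 0.21) and -0.03 (standard error 0.21) and were not called. The difference between the H2O2 effects passed the interaction test for all 3, at 2.52 (standard error 0.32), 2.22 (standard error 0.31) and 1.07 (standard error 0.30) in the same order. At the wider error those of atfA and yap1 passed and that of hsf1 (standard error 0.53) did not. The response regulator gene skn7 (Afu6g12522) was not called in -Fe cultures, at 0.20 (standard error 0.21). Against the +Fe/-H2O2 control, atfA, yap1 and hsf1 rose by 1.21, 1.53 and 1.06.
Of 7 heat shock protein genes listed by identifier, 6 were up-regulated by H2O2 in -Fe cultures and 0 in +Fe cultures, also when adjusted over the list alone (adjusted p = 0.00271 in -Fe cultures, one-sided Fisher's exact test), and 6 had a more positive H2O2 effect in -Fe cultures by the interaction test, 6 at the wider error. hsp30 (Afu3g14540) rose by 4.77 (standard error 0.49), hsp70 (Afu1g07440) by 2.92 (standard error 0.51), hsp90 (Afu5g04170) by 2.52 (standard error 0.44) and the co-chaperone gene sti1 (Afu7g01860) by 2.83 (standard error 0.32), while bipA, of the endoplasmic reticulum, had 0.15 (standard error 0.22). Iron deprivation alone had down-regulated 4 of the 7 genes and up-regulated 0 (adjusted Fisher's p = 0.0184 for the fall), so that the rise started from a lower level. Against the +Fe/-H2O2 control, 5 were up-regulated and 1 was down-regulated under the combined stress (adjusted Fisher's p = 0.0494 for the rise), with hsp30 at 1.97 (standard error 0.53) and hsp70 at 1.75 (standard error 0.53). The 22 genes that Additional file 2 lists for the FunCat term heat shock response in -Fe cultures had a median log2FC of 1.96 there and -0.35 in +Fe cultures, and 20 of them were more positive in the interaction test, 18 at the wider error. That list was drawn from these samples and is not independent evidence.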

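Under the combined stress, 11 of 14 atg genes were up-regulated and 0 were down-regulated in the authors' deposited table (adjusted p = 7.56e-04, one-sided Fisher's exact test), and H2O2 added to -Fe cultures up-regulated 11 of them (adjusted p = 2.15e-04). Of 16 proteasome subunit genes, 3 were up-regulated against the control (adjusted Fisher's p = 1) and 8 against -Fe/-H2O2 cultures (adjusted p = 0.0496). Of 39 ribosome biogenesis genes, 25 fell and 2 rose (adjusted Fisher's p = 4.86e-06). These 3 lists were taken by gene symbol after the table had been seen and are not the paper's own term lists. They were adjusted over the lists by gene symbol alone. Iron transport genes had 23 up-regulated and 7 down-regulated members of 34 (adjusted Fisher's p = 2.65e-05), and drug transport genes 12 and 5 of 24 (p = 0.0114 before and 0.107 after adjustment).
TCA cycle genes had 21 down-regulated and 6 up-regulated members of 35 (adjusted Fisher's p = 1.98e-04). Respiration had 18 lower and 6 higher of 48 (Fisher's p = 0.0458 before and 0.135 after adjustment), and Zn2+ transport 5 lower and 2 higher of 9 (p = 0.0536 and 0.148). The counts of the Additional file 3 lists were the same when adjusted over the list alone. The zinc transporter gene zrfB fell by 4.99 on the log2 scale (standard error 0.24) and zrcA rose by 7.79 (standard error 0.32).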

Macroautophagy, ubiquitin-dependent protein degradation (Additional file 2), as well as siderophore metabolism and drug transmembrane transport were also induced, meanwhile the down-regulations of genes involved in translation, ribosome biogenesis, TCA cycle, the squalene-ergosterol biosynthesis pathway, respiration, and Zn^2+^ transport were detected (Table 2, Additional files 2 and 3).

Regarding secondary metabolism, the Afu5g10120 and siderophore clusters showed up-regulation, whereas nine clusters (DHN-melanin, endocrocin, fumigaclavine C, fumipyrrole, fumiquinazoline, fumitremorgin B gliotoxin, Afu3g13730, and Afu6g13930 clusters) were down-regulated (Table 4, Additional files 4 and 5).

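All 12 gliotoxin cluster genes (adjusted p = 1.82e-06, one-sided Fisher's exact test) and all 9 Afu6g13930 cluster genes (7.31e-05) with a test were down-regulated under the combined stress in the authors' deposited table. gliM (Afu6g09680), which encodes a methyltransferase of the gliotoxin cluster, fell by 8.89 on the log2 scale (standard error 0.43). Fumitremorgin B genes fell in 8 of 9 cases (adjusted Fisher's p = 0.00119), fumipyrrole genes in 6 of 7 (0.00982), DHN-melanin genes in 7 of 10 (0.019), fumigaclavine C genes in 6 of 8 (0.0203) and Afu3g13730 genes in 5 of 6 (0.0203; 6 when adjusted over the list alone). Endocrocin, with 5 of 7 (0.0516), and fumiquinazoline, with 4 of 5 (0.0572), did not pass after adjustment over the lists. With all genes as background, fumigaclavine C, at 0.0894, and Afu3g13730, at 0.11, did not pass either, and fumiquinazoline did, at 0.0486. Up-regulated genes made up 11 of 17 siderophore cluster genes (adjusted Fisher's p = 0.0242) and 6 of 8 Afu5g10120 cluster genes (p = 0.0057 before and 0.0753 after adjustment). Of 14 conidiation genes, 11 were also lower (adjusted Fisher's p = 1.5e-04).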

Although the down-regulated genes encoding heme binding and Fe-S cluster binding proteins were significantly enriched under combined stress conditions, many other genes of this category (12 and 12 genes, respectively), together with 7 genes from the “Fe-S cluster assembly” group - showed up-regulation (Additional file 3). 

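Under the combined stress, 28 of 58 heme binding genes were down-regulated and 12 were up-regulated in the authors' deposited table (adjusted p = 0.00125 for the fall, one-sided Fisher's exact test). Fe-S cluster binding genes had 20 down-regulated and 11 up-regulated members of 42 (adjusted Fisher's p = 0.00982), and Fe-S cluster assembly genes 2 and 6 of 15 (adjusted p = 0.947 for the rise). The counts were the same when adjusted over the list alone. Among the Fe-S genes that rose were acoA, the aconitase gene, at a log2FC of 1.12 (standard error 0.35), Afu4g06770, at 2.23 (standard error 0.26), Afu3g14240, at 1.72 (standard error 0.25), and Afu2g14960, at 1.68 (standard error 0.22). The succinate dehydrogenase gene sdh2 (Afu5g10370) fell by 4.63 on the log2 scale (standard error 0.23) and hemA by 4.24 on the log2 scale (standard error 0.23). isa1 was lower by a log2FC of -1.41 (standard error 0.22).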

Importantly, these up-regulations were exclusively detected at the transcript level (Additional file 3). Only the Afu2g14960 gene, which encodes a putative Fe-S binding protein, showed a concomitant up-regulation on the protein level (Additional file 3).

### Effect of H_2_O_2_-induced oxidative stress on iron-deprived cultures (-Fe/+H_2_O_2_ vs. -Fe/-H_2_O_2_)

To better understand the impact of H_2_O_2_ on iron-deprived cultures, we directly compared the transcriptome and the proteome of *A. fumigatus* grown under -Fe/+H_2_O_2_ and -Fe/-H_2_O_2_ conditions (-Fe/+H_2_O_2_ vs. -Fe/-H_2_O_2_). In addition, we addressed the question of whether the effect of H_2_O_2_ differs between iron-replete cultures (+Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_) and iron-deprived cultures (-Fe/+H_2_O_2_ vs. -Fe/-H_2_O_2_).

The changes detected in the functionally-related gene groups during the comparison of -Fe/+H_2_O_2_ and -Fe/-H_2_O_2_ cultures were generally similar to those found in the -Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_ comparison (Tables 2, 3 and 4, Additional files 2, 3 and 4). 

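H2O2 added to -Fe cultures up-regulated 2125 and down-regulated 2028 genes in the authors' deposited table, 45.6% of the 9102 tested. Among called genes with an FPKM of at least 10 in the higher group, the catalase-peroxidase gene cat2 rose most, followed by Afu3g02257, at a log2FC of 9.42 (standard error 0.34), Afu5g01290, at 7.65 (standard error 0.39), and Afu1g06480, at 7.64 (standard error 0.40). Afu4g13050 fell most, by 6.52 on the log2 scale (standard error 0.29), followed by the fumitremorgin B genes ftmD and ftmPT1, at -5.81 (standard error 0.43) and -5.80 (standard error 0.33). Of 9 fumitremorgin B cluster genes, 7 fell (adjusted p = 0.00991, one-sided Fisher's exact test), and of 15 fumagillin cluster genes 13 fell (1.01e-05). All 4 pseurotin A genes (0.0231) fell too. TCA cycle genes had 15 down-regulated and 9 up-regulated members of 35 (adjusted Fisher's p = 0.0349), beside 22 and 9 of 57 heme binding genes (0.0304). Antioxidant genes had 17 up-regulated and 3 down-regulated members of 28 (5.83e-04). These counts were the same when adjusted over the list alone.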

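Comparing -Fe/+H2O2 with -Fe/-H2O2 cultures, 10 of 34 iron transport genes were up-regulated and 5 were down-regulated in the authors' deposited table (adjusted p = 0.926 for the rise, one-sided Fisher's exact test). Of 9 Zn2+ transport genes, 1 was up-regulated and 2 were down-regulated (adjusted Fisher's p = 1 for the fall). Neither list passed the test, and both had as many called genes when adjusted over the list alone. sidD, sidF and sidA were not called, with log2FC of 0.94 (standard error 0.28), 0.78 (standard error 0.24) and 0.75 (standard error 0.38), and amcA had -0.15 (standard error 0.24). The 1 zinc transport gene that rose was zrcA, at 3.47 (standard error 0.32), while zrfB had -0.01 (standard error 0.22). By the interaction test, 22 of 33 iron transport genes had a more positive and 4 a more negative H2O2 effect in -Fe than in +Fe cultures, and 13 and 3 at the wider error.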

The major differences were as follows: neither iron transport genes nor Zn^2+^ transport genes showed further transcriptional changes in comparison to the iron-deprived cultures (Additional file 3). 

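H2O2 up-regulated 12 of 15 Fe-S cluster assembly genes of -Fe cultures and down-regulated 0 in the authors' deposited table, also when adjusted over the list alone (adjusted p = 2.66e-04, one-sided Fisher's exact test). In +Fe cultures it called none of them, and 13 of 15 had a more positive H2O2 effect in -Fe cultures by the interaction test, 9 at the wider error. isa1, lowered by iron deprivation, rose by 2.17 (standard error 0.22), and Afu3g14240 by 1.63 (standard error 0.25). Of the 5 assembly genes that iron deprivation down-regulated, 4 rose after H2O2. Of 24 drug transport genes, 10 were down-regulated and 7 were up-regulated (Fisher's p = 0.0261 before and 0.112 after adjustment over the lists). abcB fell by 1.06 on the log2 scale (standard error 0.22), whereas atrF had a log2FC of 1.25 (standard error 0.25). On the log2(FPKM + 1) scale the atrF value was below the threshold. The effects of iron deprivation and of H2O2 in -Fe cultures share the -Fe/-H2O2 libraries, whose error moves them in opposite directions.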

Surprisingly, the Fe-S cluster assembly genes showed clear up-regulation, meanwhile the drug transmembrane transport genes were down-regulated in comparison to -Fe/+H_2_O_2_ and -Fe/-H_2_O_2_ cultures (Additional files 3 and 5). The genes of Fe-S cluster binding proteins and genes involved in respiration were not down-regulated (Additional file 3). Moreover, many of them showed up-regulation. However, this group of genes was not significantly enriched (Additional file 3). 

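Of 42 Fe-S cluster binding genes, H2O2 up-regulated 14 and down-regulated 4 in -Fe cultures in the authors' deposited table (adjusted p = 0.479 for the rise, one-sided Fisher's exact test). Of 47 respiration genes, 9 were up-regulated and 3 were down-regulated (adjusted Fisher's p = 1). Both counts were the same when adjusted over the list alone. The interaction test gave a more positive H2O2 effect in -Fe cultures for 16 of 41 Fe-S cluster binding and 12 of 46 respiration genes, and a more negative one for 8 and 8. At the wider error these were 12 and 7, and 3 and 0. Of all 8840 genes in that test, 30.4% were more positive and 29.6% more negative, and 1534 and 1254 genes at the wider error. Afu2g14960 rose by a log2FC of 1.65 (standard error 0.22) and Afu1g06810 by 1.11 (standard error 0.24), the latter at 0.95 on the log2(FPKM + 1) scale. sdh2 had -0.62 (standard error 0.22) and was not called.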

The repression of several other “iron-dependent” genes during iron deprivation was also overruled, at least partially, by oxidative stress induction. Prominent examples are the aconitase-encoding gene *acoA*, the heme biosynthesis gene *hem13* and the catalase genes *cat1* and *cat2* (Additional file 3).

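The aconitase gene acoA (Afu6g12930), of the TCA cycle, had an FPKM of 785 in +Fe/-H2O2, 89 in -Fe/-H2O2 and 1708 in -Fe/+H2O2 cultures in the authors' deposited table. H2O2 raised it by a log2FC of 4.26 (standard error 0.31) in -Fe cultures, against -0.16 (standard error 0.31) in +Fe cultures, and the effects differed by 4.42 (standard error 0.44). For hem13 the FPKM were 2194, 447 and 1936, and H2O2 raised it by 2.11 (standard error 0.30) in -Fe cultures, against -0.76 (standard error 0.31) in +Fe cultures, a difference of 2.87 (standard error 0.43). cat1 went from 5.34 to 66.3 when H2O2 was added to -Fe cultures, a log2FC of 3.63 (standard error 0.22), and stayed below the control, at -2.40 (standard error 0.25). The paper's RT-qPCR value for this H2O2 effect on cat1 is smaller, 0.575 (SD 0.50). The catalase-peroxidase gene cat2 (Afu8g01670), on chromosome 8 from 439266 to 441545, went from 66.7 in the control to 2.36 under iron deprivation, a log2FC of -4.82 (standard error 0.25), and to 3570.2 after H2O2, the largest rise of that comparison among called genes with an FPKM of at least 10. In +Fe cultures its FPKM was 82.1 after H2O2, and the difference of the H2O2 effects was 10.26 (standard error 0.42). All 3 differences passed the interaction test, also at the wider error.
Over all genes, 450 of those down-regulated by iron deprivation were up-regulated by H2O2 in -Fe cultures, where independent lists would share 295 (one-sided Fisher's exact test, p = 7.23e-27). A further 309 fell again after H2O2, against 288 for independent lists (Fisher's p = 0.0691). The reverse was found too: 408 genes up-regulated by iron deprivation were down-regulated by H2O2, against 249 for independent lists (Fisher's p = 2.61e-31). Another 201 of the up-regulated genes rose again, against 255. These comparisons share the -Fe/-H2O2 libraries, so that their log2FC have a covariance of -0.0756 from error alone and a Spearman's rho of -0.444 in a simulation without effects. The observed covariance was -0.308 and the observed rho -0.132. The simulated rho is of this size however small the errors are, so only the covariances can be compared. The shared libraries could not be divided, and part of the excess may come from them.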

Addition of H_2_O_2_ to iron-deprived cultures caused very significant transcriptional changes different from that found in iron-replete cultures (Tables 1 and 2, Fig. 1). Both the number and function of stress responsive genes were different (Table 2) and only 5.8% of stress responsive genes showed similar (unidirectional) transcriptional changes in both cultures challenged with H_2_O_2_ (+Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_ and –Fe/+H_2_O_2_ vs. -Fe/-H_2_O_2_) (Fig. 5). 

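In the authors' deposited table, 4455 genes were called in at least 1 of the H2O2 comparisons, and 123 of them (2.76%) changed in the same direction in -Fe and +Fe cultures, 68 upwards and 55 downwards. Opposite directions were found for 261 genes (5.86%), 125 of them higher in +Fe and lower in -Fe cultures and 136 the reverse. H2O2 called 3769 genes (84.6%) in -Fe cultures alone and 302 (6.78%) in +Fe cultures alone. Among the opposite changes were those of Afu3g02257, at -1.16 (standard error 0.25) in +Fe cultures and among the largest rises in -Fe cultures, and of Afu4g00750, at 3.45 (standard error 0.23) and -4.80 (standard error 0.24). Independent lists would share 73.2 up-regulated and 69.4 down-regulated genes, so that the common genes were no more than chance gives (one-sided Fisher's exact test, p = 0.781 and 0.983). Genes that fell in +Fe and rose in -Fe cultures exceeded the 72.3 of independent lists (Fisher's p = 3.68e-16), as did those that rose in +Fe and fell in -Fe cultures the 70.3 of independent lists (p = 1.23e-12). These comparisons share no libraries. Pearson's r of their log2FC was -0.0978 across the 8840 genes with a test and a fold in both.
The interaction test gave a different H2O2 effect in -Fe and +Fe cultures for 5309 of 8840 genes (60.1%), more positive in -Fe cultures for 2690 and more negative for 2619. At the wider error 2788 genes passed. Of genes called in -Fe cultures alone, 3476 of 3647 passed, and 2302 at the wider error. Of genes called in +Fe cultures alone, 184 of 242 passed, and 108 at the wider error. Both sets had been picked by calls from the same data.

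**Figure D1:**
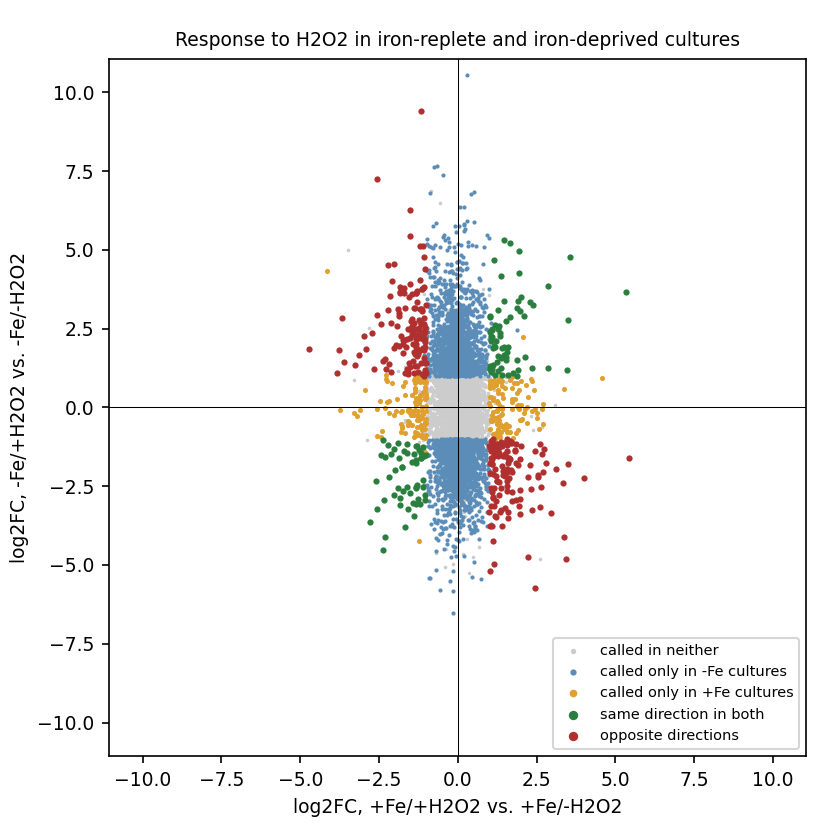
log2FC after H2O2 in +Fe cultures (horizontal axis) and in -Fe cultures (vertical axis), 1 point for each of the 8840 genes of the interaction test, coloured by the calls of the authors' deposited table. Most coloured points lie along the vertical axis, within 1 log2 unit of 0 on the horizontal axis.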

The regulation of genes coding for antioxidative enzymes illustrates nicely the dependence of the oxidative stress response on iron availability: in total 12 antioxidative enzyme genes showed down-regulation under iron deprivation. Five of them (*cat2* and *aspf29* encoding a putative bifunctional catalase-peroxidase and a putative thioredoxin, respectively, Afu3g12270 and Afu3g12270 coding for putative glutathione peroxidases, and also the Afu5g15070 peroxiredoxin gene) were up-regulated under combined stresses. In contrast, H_2_O_2_-induced oxidative stress alone did not induce their expression (Additional file 3). In addition, a group of 11 genes was up-regulated under combined stress conditions; however, they were not stress responsive upon exposure to a single stress treatment (Additional file 3).

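The 11 antioxidant genes down-regulated by iron deprivation in the authors' deposited table were Afu1g06100, sod3, cat1, Afu3g12270, ccp1, aspf29, Afu5g15070, catA, sod4, Afu6g11590 and cat2. Of these, 4 were up-regulated under the combined stress against the control. cat2 had a log2FC of 5.74 (standard error 0.34), the glutathione peroxidase gene Afu3g12270 2.78 (standard error 0.31), the peroxiredoxin gene Afu5g15070 2.25 (standard error 0.29) and the thioredoxin gene aspf29 (Afu5g11320) 2.08 (standard error 0.34). Under iron deprivation alone, Afu3g12270 had -1.14 (standard error 0.23) and Afu5g15070 -1.18 (standard error 0.29); on the log2(FPKM + 1) scale the latter was -0.90. ccp1 rose by 2.97 (standard error 0.24) when H2O2 was added to -Fe cultures and remained lower than in the control, at -2.92 (standard error 0.23). By RT-qPCR, the paper gives -0.525 (SD 0.50) for this H2O2 effect, which is of opposite sign.

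**Figure D2:**
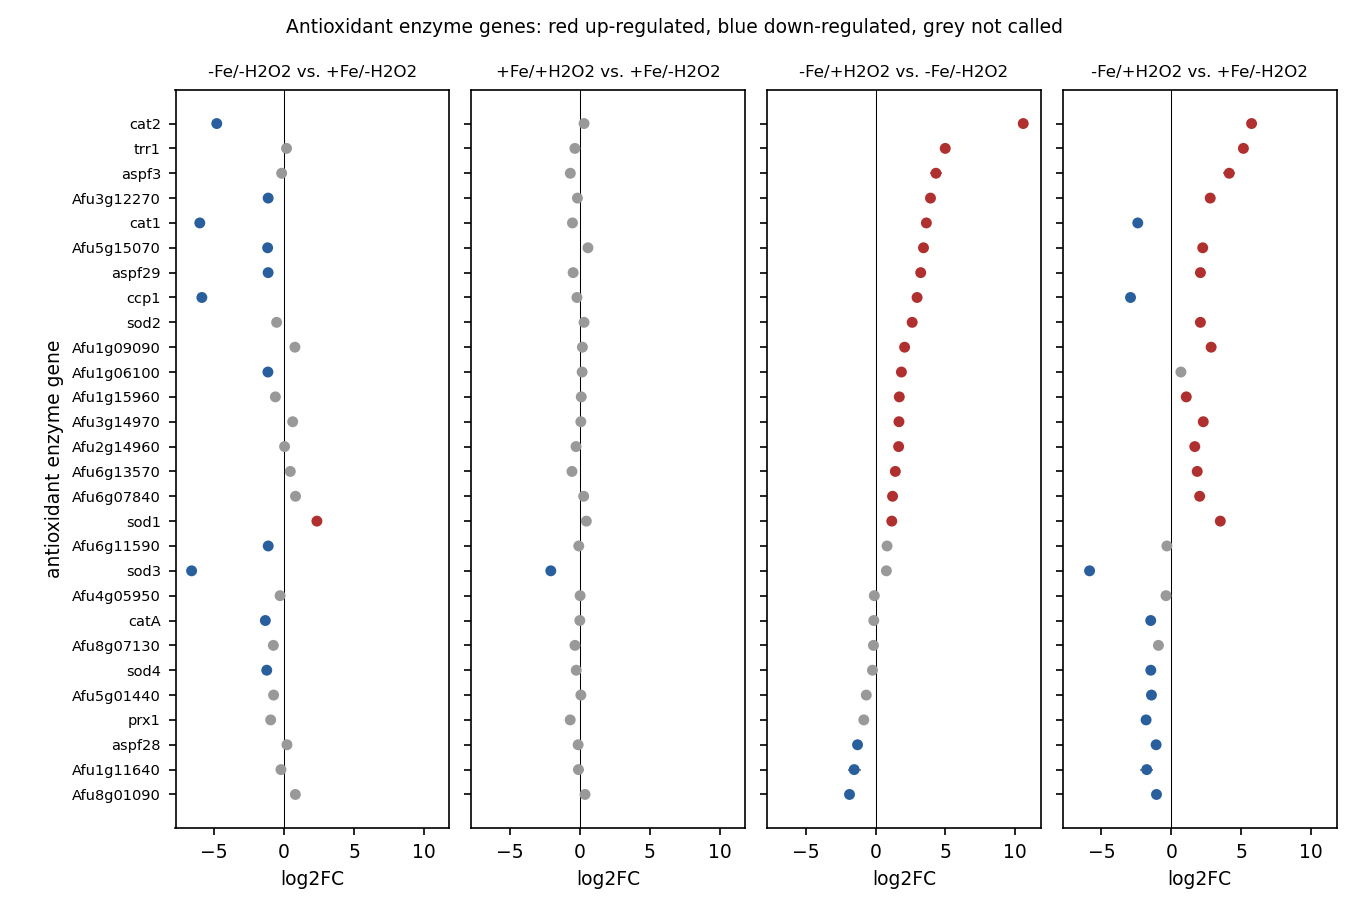
log2FC of the 28 antioxidant enzyme genes with a test in the 4 comparisons, in 4 panels with the gene on the vertical axis and the log2FC on the horizontal axis. Points are coloured by the call of the authors' deposited table, and bars are the standard errors, many of them shorter than the points. Most points of the +Fe/+H2O2 panel lie near 0, and 17 points of the -Fe/+H2O2 vs. -Fe/-H2O2 panel are red.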

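In +Fe cultures, H2O2 gave log2FC of 0.30 (standard error 0.21) for cat2, -0.17 (standard error 0.24) for Afu3g12270, 0.58 (standard error 0.26) for Afu5g15070 and -0.48 (standard error 0.25) for aspf29 in the authors' deposited table, and none of these genes was called. In -Fe cultures the values were 10.56, 3.93 (standard error 0.30), 3.43 (standard error 0.31) and 3.23 (standard error 0.33). All 4 differences passed the interaction test, also at the wider error, with 4.10 (standard error 0.39) for Afu3g12270, 2.85 (standard error 0.40) for Afu5g15070 and 3.71 (standard error 0.41) for aspf29. Over the list, 17 of 28 antioxidant genes had a more positive and 4 a more negative H2O2 effect in -Fe cultures, and 16 and 1 at the wider error. H2O2 in +Fe cultures called 1 of the 28 genes, sod3, which fell.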

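Under the combined stress, 9 antioxidant genes were up-regulated that neither single stress called in the authors' deposited table: Afu1g09090, Afu1g15960, Afu2g14960, Afu3g14970, sod2, trr1, aspf3, Afu6g07840 and Afu6g13570. The thioredoxin reductase gene trr1 rose from an FPKM of 128 in the control to 4566, a log2FC of 5.16 (standard error 0.31). The peroxiredoxin gene aspf3, chosen after its value was seen, rose by 4.14 (standard error 0.44) and Afu1g15960 by 1.07 (standard error 0.25). The H2O2 effects in -Fe and +Fe cultures differed by 5.34 (standard error 0.37) for trr1. sod1, which iron deprivation had already raised, was at 3.50 (standard error 0.26) against the control, and its H2O2 effects differed by 0.70 (standard error 0.35), which did not pass the interaction test. Of the whole list, 14 genes were up-regulated and 10 down-regulated under the combined stress (p = 0.00641 before and 0.0753 after adjustment for the rise, one-sided Fisher's exact test). With the duplicate entries of the list counted as printed, the adjusted p was 0.0241. From the calls of these genes under single and combined stress, the paper states that the oxidative stress response depends on the availability of iron.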

**Fig. 5:**
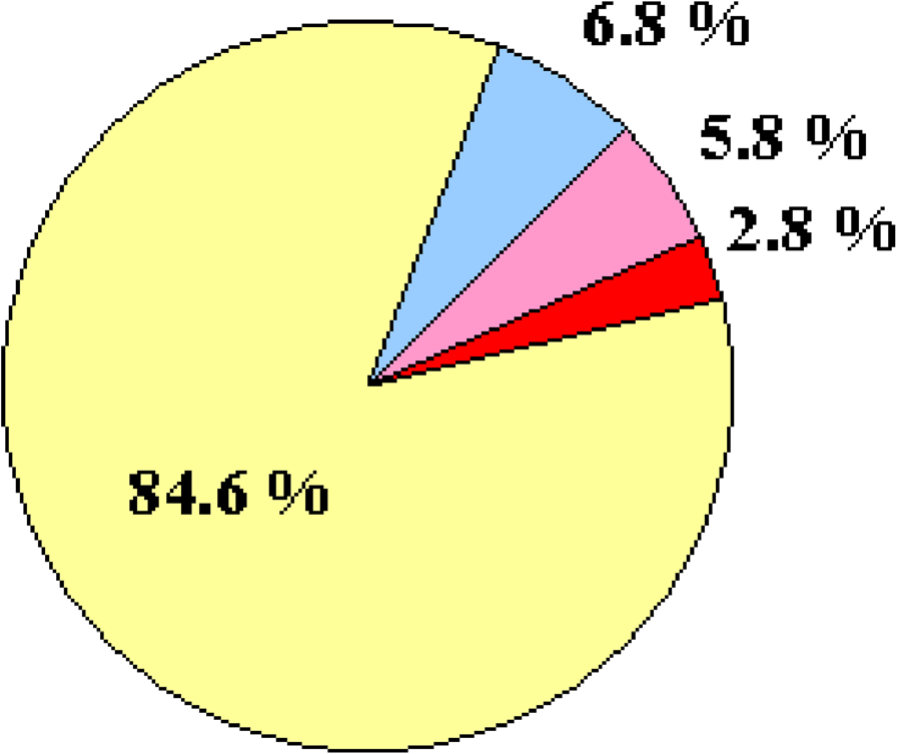
Comparison of oxidative stress response in iron-replete (+Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_) and iron-depleted cultures (-Fe/+H_2_O_2_ vs. -Fe/-H_2_O_2_). Percentages of stress responsive genes (differentially expressed genes with at least two-fold transcriptional difference) detected only in iron-depleted cultures (yellow), only in iron-replete cultures (blue), in both cultures with unidirectional transcriptional changes (pink), and in both cultures with opposite transcriptional changes (red) are presented

### Iron deprivation decreases the resistance to oxidative stress

To investigate the link between iron supply and oxidative stress at the physiological level, we analyzed the growth response of *A. fumigatus* to oxidative stress in dependence on iron supply. As shown in Fig. 6a, iron deprivation in combination with the ferrous iron-specific chelator BPS, which inhibits reductive iron assimilation, significantly increased the susceptibility of *A. fumigatus* wild type to oxidative stress caused by the redox cyclers paraquat and menadione; i.e. radial growth of the wild-type strain was similar on +Fe and -Fe/BPS media but the growth inhibition mediated by paraquat and menadione was significantly higher in -Fe/BPS compared to +Fe (e.g. 0.5 mM paraquat and 0.01 mM menadione had a negligible effect on +Fe medium but caused drastic growth reduction and growth inhibition, respectively, on -Fe/BPS medium). In agreement, the loss of siderophore-mediated iron uptake (*ΔsidA* mutant) decreased resistance to these oxidative stress-causing reagents (Fig. 6b), e.g. on +Fe medium, 1 mM and 2 mM H_2_O_2_ had minor effects on the wild-type strain but caused significant growth reduction and growth inhibition, respectively, of the *ΔsidA* mutant; similarly, on -Fe medium, 0.5 mM paraquat had a negligible effect on the control strain but blocked growth of the *ΔsidA* mutant. Taken together, these data support our view – drawn from the transcriptome and proteome data – that iron deprivation aggravates oxidative stress.

**Fig. 6:**
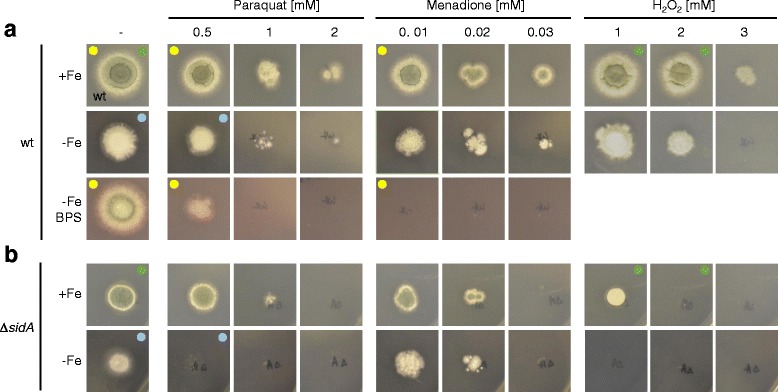
The impact of iron supply on oxidative stress resistance of *A. fumigatus*. *A. fumigatus* wild type and *ΔsidA* strains were point-inoculated on minimal medium plates reflecting different iron supply with and without stressors leading to oxidative stress (H_2_O_2_ and the redox cyclers paraquat and menadione) or BPS, a ferrous iron-specific chelator, which inactivates reductive iron assimilation [30]. Growth was scored after incubation for 48 h at 37 °C. The effect of H_2_O_2_ in the presence of BPS is not shown because H_2_O_2_ interferes with BPS function. The *A. fumigatus ΔsidA* mutant [30] lacks siderophore biosynthesis, which results in decreased iron uptake and decreased resistance to iron starvation. As BPS blocks the growth of *ΔsidA* [30]*,* this mutant was not analyzed in the presence of BPS. Compared to iron sufficiency (+Fe), iron deprivation (-Fe/BPS) increased the oxidative stress accessibility of the wild type strain (marked by yellow dots); compared to the wild-type strain, SidA-deficiency increased oxidative stress accessibility on +Fe medium (marked by green dots) and -Fe medium (marked by blue dots).

## Discussion

Iron is an essential transition metal nutrient for all living organisms including *A. fumigatus*. The accessibility of iron plays a crucial role during *A. fumigatus* infections [16, 59] and, not surprisingly, several elements of its iron metabolism have a determinative impact on the virulence of this fungus [30, 32–35]. However, during fungus-host interactions, *A. fumigatus* is exposed to combinatorial stress including confrontation with ROS. In this study, we demonstrated that the response to combinations of stresses (iron depletion plus oxidative stress) differs considerably to the response to a single stress (iron depletion or oxidative stress alone).

### Adaptation to iron-deprivation

The secretion of soluble iron-chelating siderophores under iron depletion is a well-studied mechanism in fungi. The up-regulation of siderophore metabolism under iron deprivation was underlined by both transcriptome and proteome data (Tables 2 and 3, Additional file 3). This is in good accordance with the results of previous studies [35, 59, 62, 64]. 

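The ferrireductase gene freB (Afu1g17270) of reductive iron assimilation rose in -Fe/-H2O2 cultures from an FPKM of 7.64 to 182 in the authors' deposited table (standard error of the log2FC 0.23). The ferroxidase gene fetC (Afu5g03790) and the permease gene ftrA, its neighbour on chromosome 5, had log2FC of 0.33 (standard error 0.21) and 0.29 (standard error 0.23) and were not called. Their FPKM in the control and in -Fe/-H2O2 cultures were 42.5 and 53.6 for fetC and 130.3 and 159 for ftrA. Siderophore transporter genes, chosen after their values were seen, rose by log2FC of 4.80 (standard error 0.30) for mirB and 2.83 (standard error 0.27) for sit1.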

Interestingly, the up-regulation of RIA elements (FetC, FreB, FtrA; [30, 61]) was not as obvious as it was in the case of siderophore metabolic enzymes, transporters, and regulators (Additional files 3 and 5).

The up-regulation of iron uptake was accompanied by several processes in order to economize and prioritize iron utilization including:

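The iron-sulfur subunit gene sdh2 of succinate dehydrogenase fell from an FPKM of 461 to 28.6 in -Fe/-H2O2 cultures in the authors' deposited table, a log2FC of -4.01 (standard error 0.23). The aconitase gene acoA had -3.14 (standard error 0.27), and Afu1g06810, another gene of the TCA cycle and Fe-S cluster binding lists, -3.75 (standard error 0.23). Of genes chosen after their values were seen, the flavoprotein subunit gene sdh1 fell by 3.45 on the log2 scale (standard error 0.23), the cytochrome c gene cycA by 3.30 on the log2 scale (standard error 0.22) and the Rieske protein gene rip1 by 2.58 on the log2 scale (standard error 0.22). The alternative oxidase gene aox, also chosen after its value was seen, fell by 1.11 on the log2 scale (standard error 0.34). H2O2 in +Fe cultures called 1 TCA cycle gene, which rose, and none of 47 respiration genes.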

i) Repression of several elements of the mitochondrial electron transport chain as well as down-regulation of elements of the TCA cycle, like the iron-containing aconitase and succinate dehydrogenase, were observed (Additional file 3), which is in line with previous observations made by Schrettl et al. [35]. Restriction of these mitochondrial pathways represents an important response to iron starvation because mitochondria are the major iron-containing organelle found in fungal cells [65].
ii) Ribosome biogenesis and translation were also repressed in good accordance with earlier results of Schrettl et al. [35], and it was accompanied with down-regulation of the iron-sulfur protein Rli1 (Tables 2 and 3; Additional files 2 and 3). 

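The rli1 orthologue (Afu1g10310), whose product acts in ribosome maturation and recycling in yeast, fell from an FPKM of 73.6 to 11 in -Fe/-H2O2 cultures in the authors' deposited table, a log2FC of -2.75 (standard error 0.22). H2O2 did not move it past the paper's thresholds in either iron condition, with -0.18 (standard error 0.21) in +Fe and 0.71 (standard error 0.21) in -Fe cultures, although these values differed by 0.88 (standard error 0.30) and passed the interaction test. At the wider error (standard error 0.52) the difference did not pass. Under the combined stress it was at -2.04 (standard error 0.21). A list of 39 ribosome biogenesis genes was taken by gene symbol after the table had been seen and is not the paper's FunCat term. The paper reports its own term as enriched among down-regulated genes and proteins. Of the 39 listed genes, iron deprivation down-regulated 3 and up-regulated 1 (adjusted p = 1, one-sided Fisher's exact test), with a median log2FC of -0.45. H2O2 down-regulated 14 of them in -Fe cultures, a fall that did not pass after adjustment over the lists (Fisher's p = 0.0367 before and 0.264 after). By the interaction test, 19 of 39 had a more negative H2O2 effect there, and 5 at the wider error. Of all 8840 genes in that test, 29.6% were more negative, and 1254 genes at the wider error, so the 5 genes show no excess.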

In *Saccharomyces cerevisiae*, the biogenesis of cytosolic ribosomes requires Rli1 and, as a consequence, this process depends on both iron availability and Fe-S cluster assembly [66]. 

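Of 42 Fe-S cluster binding genes, 21 were down-regulated and 0 were up-regulated under iron deprivation in the authors' deposited table (adjusted p = 1.25e-06, one-sided Fisher's exact test). Heme binding genes had 22 down-regulated and 8 up-regulated members of 60 (adjusted Fisher's p = 2.09e-04). Both counts were the same when adjusted over the list alone, and the median log2FC were -1.06 and -0.49. The largest falls of the first list, chosen after their values were seen, were those of nfr1 (Afu7g02070), at -5.28 (standard error 0.28), and of sdh2. In the second list they were those of gliC and gliF, cytochrome P450 genes of the gliotoxin cluster, and of cat1. H2O2 in +Fe cultures called none of 41 Fe-S cluster binding genes, and 4 heme binding genes rose and 3 fell.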

Our data suggest that the orthologue of baker’s yeast Rli1 may link ribosome biogenesis and mitochondrial Fe-S cluster assembly in *A. fumigatus* as well.
iii) Altogether 21 Fe-S cluster and 22 heme-binding proteins were down-regulated (Additional files 3 and 5).

The down-regulation of iron-dependent antioxidant enzymes (e.g. Cat1, Ccp1) was likely counterbalanced by the up-regulation of the iron-free proteins Trr1 (putative thioredoxin reductase), Afu5g11320 (putative thioredoxin), and Sod1 (CuZn-SOD) (Additional file 3). Up-regulation of Sod1 is in good accordance with the earlier results of Oberegger et al. [67]. Importantly, Sod1 is likely to protect Fe-S cluster proteins from the deleterious effects of superoxide [67, 68]. As expected, iron deprivation perturbed the redox balance of cells (Fig. 4) because both catalase and peroxidase activities were reduced, while respiration was impaired.

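Of 21 genes of the squalene-ergosterol pathway, 7 were up-regulated and 3 were down-regulated under iron deprivation in the authors' deposited table, also when adjusted over the list alone (adjusted p = 0.0433 for the rise, one-sided Fisher's exact test). Apart from the erg3 and erg25 genes, the genes that rose, chosen after their values were seen, were erg24, at a log2FC of 2.29 (standard error 0.21), erg24B, at 1.27 (standard error 0.21), and Afu2g17400, at 2.53 (standard error 0.29). The genes that fell were cyp51A, the squalene epoxidase gene erg1, at -1.11 (standard error 0.25), and osc3, at -3.64 (standard error 0.23). The median log2FC of the list was -0.20. None of them was called after H2O2 in +Fe cultures.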

Interestingly, certain iron-dependent processes, e.g. sterol biosynthesis (the squalene-ergosterol pathway), were even up-regulated (Additional file 3). Earlier studies demonstrated that iron starvation decreased the sterol content of cells [64], which was explained by two major reasons. First, mevalonate is an intermediate of both TAF-C and sterol biosynthesis [59, 60] and, as a consequence, intensified TAF-C production decreases the metabolic flux towards sterols. Second, iron is needed for sterol biosynthesis and, therefore, iron starvation decreases the abundance/activity of certain ergosterol biosynthesis enzymes [60]. To prevent dangerous decreases in the sterol content, fungal cells need to maintain a balance between TAF-C production and sterol biosynthesis, which may be achieved by the induction of the squalene-ergosterol pathway genes. The up-regulation of the aforementioned ergosterol biosynthesis genes together with the observation that no bulk down regulation of Fe-S cluster assembly and heme biosynthesis genes was observed (Additional file 3) suggests that iron starvation does not cause down-regulation of all iron-dependent enzymes/pathways but rather leads to a reprogramming to ensure survival under limited iron supply by prioritization of iron use.

### Effect of oxidative stress on iron-deprived cultures

The applied H_2_O_2_ treatments had only minor effect on iron-supplemented cultures (Tables 2 and 3, Additional files 2, 3 and 4). However, the very same exposures to H_2_O_2_-elicited oxidative stress were clearly more harmful in iron-deprived cultures: Under the combination of H_2_O_2_ and iron-deprivation stresses, i) many more genes were induced or repressed than in iron-replete cultures (Table 2), ii) the bulk up-regulation of DNA repair, heat shock, and oxidative stress response genes was observed, which coincided with up-regulation of genes involved in macroautophagy and ubiquitin-dependent protein degradation (Additional file 2, Table 2), iii) DCF production as a marker of redox imbalance in H_2_O_2_-treated and iron-depleted cultures was significantly higher than that observed in H_2_O_2_-treated iron-replete cultures (Fig. 4), and iv) physiological experiments also demonstrated that iron deprivation can reduce oxidative stress tolerance (Fig. 6). In this regard, it is particularly interesting that, as an example, carbon starvation stress did not decrease but even increased oxidative stress tolerance in yeast [69]. Our data shed light on the severity of combined oxidative and iron-deprivation stress in *A. fumigatus*, which highly supports the view that the combination of withholding iron from pathogens and attacking them with ROS is a highly efficient and, therefore, quite widespread strategy to prevent infections in mammalian hosts [16, 42, 43].

Under –Fe/+H_2_O_2_ stress conditions, *A. fumigatus* set into operation the following stress response processes to avoid or at least mitigate the deleterious effects of such combinatorial stresses (Fig. 7):

i) Several elements of the glutathione-glutaredoxin-thioredoxin systems were induced and SODs were up-regulated (“iron-independent antioxidant enzymes”), meanwhile DNA repair, heat shock response, macroautophagy, and ubiquitin-dependent protein degradation genes were activated to protect the cells against ROS and to repair the damage caused by ROS under iron-depleted culture conditions (Table 2, Additional file 3).
ii) No further increases in the transcription of siderophore metabolic genes were detected in comparison to –Fe vs. +Fe treatments (Additional file 3). However, iron-deprivation and oxidative stress together clearly up-regulated the expression of RIA genes (Additional files 3 and 5).
iii) The production of iron-containing proteins followed interesting regulatory patterns. 

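Against the +Fe/-H2O2 control, freB, fetC and ftrA were all up-regulated under the combined stress in the authors' deposited table, with log2FC of 4.26 (standard error 0.27), 1.23 (standard error 0.21) and 2.18 (standard error 0.30). Between -Fe/+H2O2 and -Fe/-H2O2 cultures, ftrA rose by 1.89 (standard error 0.30), while fetC had 0.89 (standard error 0.21) and freB -0.31 (standard error 0.27) and were not called. In +Fe cultures, H2O2 gave -0.82 (standard error 0.21) for fetC. The H2O2 effects in -Fe and +Fe cultures differed by 1.71 (standard error 0.30) for fetC, 2.99 (standard error 0.37) for ftrA and 0.57 (standard error 0.37) for freB, and all but that of freB passed the interaction test, also at the wider error.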

While iron deprivation down-regulated a significant group of “Fe-S cluster binding” and “Heme-binding” protein genes (21 and 22 genes, respectively), H_2_O_2_ treatment induced several genes in the same group (11 and 12 genes, respectively) under iron deprivation conditions (Additional file 3). 

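Of the 21 Fe-S cluster binding genes that iron deprivation down-regulated in the authors' deposited table, H2O2 up-regulated 8 in -Fe cultures. Against the +Fe/-H2O2 control, 16 of the 21 were still down-regulated under the combined stress and 2, acoA and luA, were up-regulated. Of the 22 heme binding genes, 4 were up-regulated by H2O2 in -Fe cultures, 17 were still down-regulated under the combined stress and 1 was up-regulated. Over all 1383 genes down-regulated by iron deprivation, H2O2 up-regulated 450 in -Fe cultures. Under the combined stress, 892 of the 1383 were still down-regulated and 149 were up-regulated. Of all Fe-S cluster binding and heme binding genes, with or without a fall under iron deprivation, H2O2 up-regulated 14 and 9 in -Fe cultures. In the interaction test, 11 of 55 heme binding genes had a more positive and 23 a more negative H2O2 effect in -Fe cultures, and 9 and 10 at the wider error. Over all 8840 genes of that test, 30.4% were more positive and 29.6% more negative, before the wider error was used. At the wider error, 1534 of the 8840 were more positive and 1254 more negative.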

Importantly, these changes were observed at the level of the transcriptome but not the proteome in almost all cases (Additional file 3). This may imply that the up-regulation of these genes is unable to increase the protein levels in the absence of sufficient amount of iron, at least during short-term response. However, preventing any further decrease in their quantities is also a favorable outcome of the up-regulation. Since ROS can inactivate Fe-S clusters [70], the up-regulation of the related genes may also indicate the effort made by the fungus to repair this defect. The successful maintenance of iron-containing protein pools can be an important or even one of the key elements of a successful long-term adaptation to iron starvation. Because the availability of iron is limited under these circumstances fungal cells may also use intracellular iron released by macroautophagy or ubiquitin-dependent protein degradation in addition to iron normally taken up via the siderophore-mediated or RIA systems. In this respect, iron starvation resembles carbon starvation, under which cells release several carbohydrate-active enzymes (CAZymes) to obtain nutrients from their environment and also activate macroautophagy as well as cell wall degrading enzymes to re-utilize the cells’ own building materials [71, 72]. Importantly, using a *Δatg1* mutant, which was impaired in autophagy, Richie et al. [73] clearly demonstrated that autophagy contributed to the recycling of metal ions including iron to maintain vegetative growth under nutrient limitations.
iv) No clear repression of the squalene-ergosterol pathway was observed under combined stresses. Although down-regulated genes (10 genes) were significantly enriched under these conditions in comparison to iron-replete cultures, other genes (8 genes) showed up-regulation in this pathway (Additional files 3). These observations suggest the essentiality of low concentrations of sterols even under –Fe/+H_2_O_2_ stress.
v) Ribosome biogenesis and translation genes were repressed further when compared to –Fe/-H_2_O_2_ vs. +Fe/-H_2_O_2_ treatment (Table 2). 

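Under the combined stress, 10 of 21 genes of the squalene-ergosterol pathway were down-regulated and 8 were up-regulated in the authors' deposited table (p = 0.0241 before and 0.0756 after adjustment over the lists for the fall, one-sided Fisher's exact test). With all genes as background the adjusted p was 0.0486. Among the genes that rose were erg3B, at a log2FC of 3.19 (standard error 0.24), erg3A, at 2.84 (standard error 0.28), erg25A, at 2.61 (standard error 0.37), and erg25B, at 2.00 (standard error 0.32). erg5 and cyp51B were down-regulated, at -1.17 (standard error 0.23) and -1.08 (standard error 0.22). cyp51A had -0.99 (standard error 0.24) and was not called; with median-ratio scaling of the groups it was at -1.02 and passed the threshold. Between -Fe/+H2O2 and -Fe/-H2O2 cultures, 8 genes of the pathway fell and 5 rose (adjusted Fisher's p = 0.249 for the fall).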

We assume that the reduced growth observed under combined stresses led to a decrease in the iron requirement of the cells and shifted the cells’ energy production and assimilatory pathways towards the protection against oxidative stress.

**Fig. 7:**
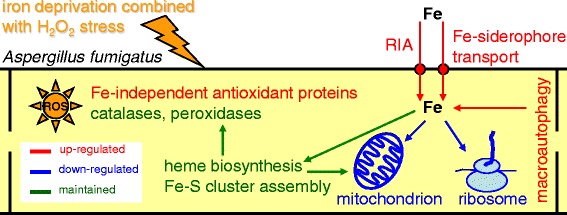
Simplified model of adaptation mechanism to H_2_O_2_ stress under iron starvation in *A. fumigatus* based on the obtained proteomics and transcriptomics data

The stress response observed in cultures exposed to iron-starvation/H_2_O_2_ stress (-Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_) was not a simple combination of iron deprivation (-Fe/-H_2_O_2_ vs. +Fe/-H_2_O_2_) and oxidative (+Fe/+H_2_O_2_ vs. +Fe/-H_2_O_2_) stress responses. Instead, the majority of the observed changes was unpredictable and was only characteristic for the combined stresses (Fig. 5). 

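Of the 4764 genes called under the combined stress in the authors' deposited table, 2923 (61.4%) were called in neither single stress. Afu1g06480 was one of them: it had log2FC of -0.36 (standard error 0.22) under iron deprivation, -0.74 (standard error 0.23) after H2O2 in +Fe cultures and 7.28 (standard error 0.40) under the combined stress. Afu5g01250 had -0.64 (standard error 0.33), -0.47 (standard error 0.32) and 6.72 (standard error 0.31) in the same order. Of the genes called in neither single stress, 2840 were in the interaction test. Of these, 2297 (80.9%) passed, and 1383 at the wider error. They had been picked by calls from the same data. The sum of the log2FC of both single stresses lay within 1 log2 unit of the combined log2FC for 1615 of 4533 genes called under the combined stress (35.6%), and its Pearson's r with the combined log2FC across genes was 0.518. Sum and combined value share the control libraries, which adds to this correlation. The share of 35.6% also depends on the choice of genes. Each had a combined log2FC above 1 in size, so a sum of 0 could not lie within 1 log2 unit of it. The paper states that the response to both stresses was not a simple combination of the responses to each.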

Owens et al. [74] studied the effect of H_2_O_2_ and gliotoxin treatments on the proteome of *A. fumigatus*. They could also identify several significantly differentially abundant proteins characteristic for the combined (H_2_O_2_/gliotoxin) treatments [74]. We can therefore assume that *A. fumigatus* successfully evolved an appropriate strategy to cope with combined iron starvation--oxidative stress. These data demonstrate that answers to single stress conditions do not necessarily reflect the behavior and capabilities in a complex habitat like the human body with versatile and even rapidly changing stress conditions. Therefore, any studies elucidating how a pathogenic microbe responds to combined stresses in the host organism in vivo are particularly fruitful [8]. Similar to the transcriptomics and proteomics data presented here, several studies in *Candida albicans* underlined that the adaptive responses to combinatorial stresses is not equivalent to the sum of the responses to the corresponding individual stresses [75]. In agreement with the gene expression data, growth studies confirmed that in *A. fumigatus* iron starvation aggravates oxidative stress susceptibility. Similar to *A. fumigatus*, decreased iron supply due to siderophore-deficiency decreases oxidative stress resistance in *Cochliobolus heterostrophus* [76].

### Changes in some medically important attributes of *A. fumigatus*

Stress responses alter significantly the physiology of fungal cells, which may also include alterations in the virulence and/or antifungal drug susceptibility of the fungus. Both iron deprivation (–Fe/-H_2_O_2_) and the combined –Fe/+H_2_O_2_ stress affected the transcription of several genes with known or putative functions in the transmembrane transport of drugs (Additional file 3). The majority of the studied drug transmembrane transport genes (17/25 genes) was up-regulated at least under one stress condition; moreover, the up-regulation of the ABC transporter AbcB protein was also observed, when the proteomes of iron-starved or combined stress-exposed cultures were analyzed (Additional file 3). Importantly, AbcB (Cdr1B) found to be involved in *cyp51a*-independent azole resistance in *A. fumigatus* [77]. The applied severe stress treatments may induce an adaptive prediction of possible environmental changes by *A. fumigatus*, similar to that presented and discussed before for *Escherichia coli* and *S. cerevisiae* [78]. The clinical significance of these changes may initiate further investigations, and our results support the relevance of antifungal strategies based on the inhibition of efflux systems operating in fungal cells [79, 80].

Iron starvation negatively affected the transcription of several genes encoding zinc and copper transporters as well (Additional file 3). These changes could simply be triggered by the reduced growth of *A. fumigatus* observed under iron deprivation or there might be an interplay between and co-regulation of the up-take and utilization of various transition metal ions in this fungus. The interplay between iron and zinc homeostasis has been demonstrated to exist in *A. fumigatus* by Yasmin et al. [81]. Supporting our data presented in Additional file 3, these authors demonstrated that iron starvation down-regulated *zrfB* plasma membrane Zn^2+^ transporter and up-regulated *zrcA* vacuolar Zn^2+^ transporter genes. Interestingly, the Zn^2+^ contents of iron-starved mycelia even exceeded those found in control cultures, which was attributed to the likely action of unspecific metal transporters [82]. In addition, overexpression of *zrfB* resulted in higher zinc toxicity under iron-limited than iron-fed conditions [81]. Because the up-take and homeostasis of zinc can be promising targets in the development of new generations of antifungal drugs, a deeper understanding of the elements and regulation of zinc metabolism especially under iron-limited conditions will be an unavoidable and crucially important task in any forthcoming future studies planned to be carried out in this field [17, 81, 82].

Not surprisingly, the tested stress conditions also significantly affected the secondary metabolism (Table 4, Additional file 4). The regulation of the secondary metabolism of fungi by various types of oxidative stress is a well-studied phenomenon [26, 83, 84]. Furthermore, the iron-dependent regulation of certain secondary metabolite gene clusters has also been described in *A. fumigatus* [85]. Nevertheless, the global regulation of the transcription of secondary metabolite gene clusters was not unambiguous in *A. nidulans* cultures subjected to various short-term oxidative stress treatments [86]. Surprisingly, only a group of the secondary metabolite biosynthetic genes responded to stress at all, and both induced and repressed clusters were detected [86]. In this study, iron starvation significantly reduced the transcriptional activity of the gliotoxin cluster, while both iron starvation and H_2_O_2_ treatment, up-regulated the gene clusters encoding biosynthesis of hexadehydro-astechrome, fumagillin, and pseurotin A (Table 4). Both gliotoxin and fumagillin have an immune response modulator activity and, hence, influence the virulence of *A. fumigatus* [14, 87]. Meanwhile, the overproduction of hexadehydro-astechrome is also accompanied with an enhanced virulence [88]. It is important to note that harsh environmental stress conditions seem to generally down-regulate the majority of secondary metabolite gene clusters [86] and, in accordance with our previous findings, the combined iron starvation--oxidative stress did not induce the aforementioned secondary metabolite gene clusters in *A. fumigatus* (Table 4).

## Conclusions

To confront invading pathogen microbes with combined iron starvation and oxidative stress seems to be a widespread and highly efficient strategy of the host organism to prevent the progression of infections. Nevertheless, *A. fumigatus* has the capability to reorganize its stress response system dynamically and effectively to survive complex stresses present in its habitats. In this study, we demonstrated that the adaptation of *A. fumigatus* to iron starvation combined with H_2_O_2_-elicited oxidative stress followed a unique pattern at the level of the transcriptome and proteome, which was basically different from those we observed in cultures solely exposed to either iron-deprivation or oxidative stress. However, our results also indicate that even successful adaptations to severe combined stresses can be fragile. Importantly, perturbations of fungal iron metabolism e.g. via exposing *A. fumigatus* to heme biosynthesis [89] or Fe-S cluster assembly [90, 91] inhibitors may provide us with suitable tools in future antifungal drug research to combat *A. fumigatus* infections. Although both pathways are highly conserved across taxa, some differences between human and fungi exist [92, 93].

## Additional files

Additional file 1: Primer pairs used in the study. (PDF 12 kb)

Additional file 2: Gene/protein enrichment analysis. Significant shared GO, FunCat or KEGG pathway terms were determined with AspGD Gene Ontology Term Finder (http://www.aspergillusgenome.org/cgi-bin/GO/goTermFinder) or FungiFun2 (https://elbe.hki-jena.de/fungifun/fungifun.php). Terms highlighted with yellow are presented in Tables 2 and 3.

Additional file 3: Regulation of certain gene/protein groups. Up- and down-regulated genes and proteins were defined in the Materials and methods section and were marked with red and blue colors, respectively. Figures represent log_2_FC values, whereby FC is short for “fold-change”. The FC ratios were calculated for the transcriptome data based on FPKM values and for the proteome data based on iTRAQ reporter ion intensities. Results of gene/protein enrichment analysis (Fisher’s exact test) are also enclosed.

Additional file 4: Regulation of secondary metabolite cluster genes and proteins. Up- and down-regulated genes and proteins were defined in the Materials and methods section and were marked with red and blue colors, respectively. Figures represent log_2_FC values, whereby FC is short for “fold-change”. The FC ratios were calculated for the transcriptome data based on FPKM values and for the proteome data based on iTRAQ reporter ion intensities. Results of gene/protein enrichment analysis (Fisher’s exact test) are also enclosed.

Additional file 5 Results of RT-qPCR measurements. Relative transcription levels were quantified with ΔΔCP = ΔCPtreated – ΔCPcontrol. ΔCPtreated = CPreference gene - CPtested gene measured from treated cultures. ΔCPcontrol = CPreference gene - CPtested gene measured from control cultures or from the iron depleted cultures. CP values stand for the qRT-PCR cycle numbers of crossing points. The *fks1* gene was used as reference gene. qRT-PCR data are presented as the mean and S.D. data calculated from three measurements. Significantly higher or lower than 0 ΔΔCP values (up- or down-regulated gene) are marked with red and blue colors, respectively (Student’s t-test, *p* < 0.05, *n* = 3).

## Abbreviations

BPS: Bathophenanthroline disulfonate
CAS: Chrome azurol S
DATS: Dimethylallyl tryptophan synthase
DCF: 2′,7′-dichlorofluorescein
DCM: Dry cell mass
FPKM: Fragments per kilobase per million mapped fragments
LC-MS/MS: Liquid chromatography coupled to tandem mass spectrometry
NRPS: Non-ribosomal peptide synthases
PKS: Polyketide synthase
RIA: Reductive iron assimilation
ROS: Reactive oxygen species
RT-qPCR: Reverse-transcription quantitative real-time polymerase chain reaction
SOD: Superoxide dismutase
TAF-C: triacetylfusarinine C
TCA cycle: Tricarboxylic-acid cycle
TF: Transcription factors
TS: Terpene synthase

# Supplementary material for: Additional oxidative stress reroutes the global response of Aspergillus fumigatus to iron depletion
**Source:** BMC Genomics. 2018 May 10;19:357. doi: 10.1186/s12864-018-4730-x
**Supplement:** Supplementary file 1 — Primer pairs used in the study.

**Additional file 1** Primer pairs used in the study

Afu1g06390:

5'-AAGTCCGAGCGTGAGCGTG-3' and 5'-GGTGAAAGCGAGCAGAGCG-3'

Afu1g06810:

5'-GCTATCGGTGTCGGTGGTG-3' and 5'-ACTGGGGGAGAAGGGGAAG-3'

Afu1g15960:

5'-GTGTTTATGCTCTCGGTGATGTC-3' and 5'-CGGGTTCTTCTTCTTCTTCTG-3'

Afu1g16130:

5'-TGCGGGAATGCGAGATGAG-3' and 5'-AGTGATGTGCGAAGGGAGC-3'

Afu1g17270:

5'-CAGTCAGATGCGGGTAGTTG-3' and 5'-AAGGAAAAGGAGGTAGCGATG-3'

Afu2g07680:

5'-TCTTCTGTGTGTTGGGTTTGG-3' and 5'-TTCTGGTGGAGGTAGTTGAG-3'

Afu2g17600:

5'-CTCAACGACACCAACACCAAC-3' and 5'-TGCTTCAACATCAACAGGACC-3'

Afu3g02270:

5'-TCACTGCGGCTTCTTTCC-3' and 5'-ATCTCGTTGTCACCTCTGGG-3'

Afu3g03420:

5'-CTTTTATCGTGGCTCATTGCG-3' and 5'-AACCCTTCATCTTTTGCTTCGTC-3'

Afu3g08160:

5'-GGTCGTTGTTGCCATCGGTG-3' and 5'-CATCTTCAGGTTGTCGGTGCG-3'

Afu3g12270:

5'-AGTCGTCCTCGTCGTCAAC-3' and 5'-TTCAGCCCCATAAGTCCAG-3'

Afu3g12920:

5'-GTAACGGGACTCAATGGACAC-3' and 5'-CAAAAGCGATGGAACAGATG-3'

Afu3g14240:

5'-GGAACACACCACGCTCAATG-3' and 5'-CAATGCCAAAACGAATGCTG-3'

Afu4g06770:

5'-CTCCTGATGTCGGTCTCGG-3' and 5'-TAATAGCGTCCTCGGCAAGC-3'

Afu4g09110:

5'-GGCACTGGAGGAAGCAAC-3' and 5'-GCGGTAGAAGATGTCACGG-3'

Afu5g03790:

5'-TCATCAGCATCAGCAATCCC-3' and 5'-TCCACCTCAACAATCTTCATCG-3'

Afu5g03800:

5'-TTGACTGGCGGCACATTC-3' and 5'-TGGAGGGAGGCTTGGTTTC-3'

Afu5g03920:

5'-ATTCCACCACGACCAAAACC-3' and 5'-CACCGATACCTCCTTCTCCAAC-3'

Afu5g10370:

5'-CGCTACTGGTGTCGGTCG-3' and 5'-GGAAGGTCAAGGTGGGGTC-3'

Afu5g11260:

5'-GAGACCACATCATCCACCG-3' and 5'-TTCAAGTTCAGACACGCCAG-3'

Afu5g11760:

5'-GGAGACAGCGGGTGATAAG-3' and 5'-GAGGGAGGGAGTTGAGTTG-3'

Afu6g03480:

5'-ATCAGCCACTTCTTCCTCAGC-3' and 5'-ACCTTGTTAGCCACCACCG-3'

Afu6g03890:

5'-CTTGTGCCCCTTCGTGTG-3' and 5'-GCCAGTAGTTGACCGTGCC-3'

Afu6g04360:

5'-ATCGGCAACAAGCACAACAATGG-3' and 5'-TCCTCATCTCCTCAAAATCCTCC-  
3'

Afu6g09660:

5'-GAGGGCACCGATGATGAAG-3' and 5'-AGGCAGACCAGAATGAGCAAG-3'

Afu6g12400:

5'-GTCAGGTCCCCGTTTCCAAG-3' and 5'-GGCATCATCCAAGTCCAGGTG-3'

Afu8g00370:

5'-GATACTCTTTCCCGCTGCTG-3' and 5'-TGACGATGATGACGATGCTAC-3'

Afu8g00490:

5'-GACGCCCTGCCTATCAAG-3' and 5'-GAAAACCCAACGCTCTGC-3'

Afu8g00540:

5'-GGGCGTGTGTGTCTTCTTC-3' and 5'-CAATGGCGTATGCTTCTCTG-3'

How the deposited data were processed for this re-analysis (not part of the article)

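Transcript levels were measured in 12 libraries of A. fumigatus Af293, 3 for each of the +Fe/-H2O2, +Fe/+H2O2, -Fe/-H2O2 and -Fe/+H2O2 cultures. The authors aligned single reads of 50 bp with TopHat2 2.0.9 and deposited 1 FPKM value per gene and group, made by Cuffdiff 2.2.1 with the AspGD annotation of version s03-m05-r04. The authors' deposited log2 fold changes are the log2 ratio of those group values, and a group listed at 0 gives no fold. The test score (statistic) of each gene and comparison was also computed by the authors with Cuffdiff. The deposited p-value and q-value come from the same program, and the q-value was found to be a Benjamini-Hochberg adjustment over all 54861 tests of the 6 comparisons. The deposited table holds each group's FPKM in several comparisons with equal values, and 1 copy was read.

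Mapped reads summed to 47.2 M in +Fe/-H2O2, 48.2 M in +Fe/+H2O2, 46.8 M in -Fe/-H2O2 and 48.9 M in -Fe/+H2O2 cultures, as added here from the rounded values per library of the paper's Table 1, where the paper prints 48.3 M as the sum of +Fe/+H2O2. The derived standard error of a log2FC had a median between 0.222 and 0.231 in the 4 comparisons of the paper. Groups were the 4 culture conditions. Up- and down-regulated genes were those with a deposited q below 0.05 and an absolute log2FC above 1. The authors' comparisons were taken as deposited, and all 6 were read.

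The error of a group mean was derived gene by gene from the squared ratio of log2FC to statistic, for 9044 genes, using comparisons with an absolute log2FC above 0.001. A limit of 0.05 had been used first and was changed after the simulated data had shown too many unchanged genes and after its count had been seen. The interaction test compared the H2O2 effects in -Fe and +Fe cultures with these errors by a normal test with Benjamini-Hochberg adjustment. It was tested on simulated data of 8840 genes drawn from the same error model, where 5.63% of unchanged genes had an unadjusted p below 0.05 and 41% and 96% of differences of 1 and 2 log2 units were found. This shows the arithmetic to be sound, not the error model.

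Gene groups were those of Additional files 3 and 4, with each gene once, and 3 lists of conidiation, heat shock and regulator genes. The paper's thresholds, these groups, the rule for named genes and the alternatives were set before the deposited table was examined. The paper's printed values in Additional files 3 to 5 had been seen by then. The log2FC printed in Additional files 3 and 4 equal the deposited ones, so the choice of these genes was not blind to their values. Groups were tested by a one-sided Fisher's exact test among the tested genes. Benjamini-Hochberg adjustment was made within each comparison and separately for each kind of list. The kinds were the groups of Additional files 3 and 4, the 3 own lists and the lists by gene symbol. Adjusted p-values of different kinds are therefore not comparable. Lists by gene symbol replaced patterns of product names, for which no descriptions were at hand, and were chosen after the table had been seen. The other FunCat lists of Additional file 2 are given in part only in the text used here and were left out. Named genes were those the paper names and the 5 largest rises and falls of each comparison among called genes with an FPKM of at least 10 in the higher group. Principal components were computed from log2(FPKM + 1) of genes with an FPKM of at least 1 in 1 group. The alternatives were no fold threshold, a 3-fold threshold, a filter at an FPKM of 1, pseudocounts of 1 and 0.1, median-ratio scaling, and other backgrounds and scalings. Proteome, growth and redox measurements were not analysed here, apart from the paper's protein values set beside transcripts. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.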

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

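The interaction test and all explanations weighed here, apart from shared noise and a loss of the iron effect, were chosen only after the result was seen. The interaction test gave 5309 genes whose H2O2 effect differed between -Fe and +Fe cultures, and 2788 at the wider error. The paper does not report 2 comparisons of the authors' deposited table. Between -Fe/+H2O2 and +Fe/+H2O2 cultures, 2333 genes were up-regulated and 2292 down-regulated, 50.3% of those tested. Between +Fe/+H2O2 and -Fe/-H2O2 cultures, 1139 were up-regulated and 883 down-regulated.

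H2O2 called more genes in -Fe than in +Fe cultures. Unequal depth would need different read totals, but the summed mapped reads of the comparisons had a ratio of 1.00, which argues against it. A shift of all genes by scaling adds the same amount to every log2FC and leaves their standard deviation as it was, but that was 1.56 in -Fe and 0.615 in +Fe cultures, a ratio of 2.54, which argues against a shift as the whole cause. A single aberrant library in a group of -Fe cultures can lower the mean FPKM of 3 to no less than that of the other libraries divided by 1.5. It could therefore not make the falls past 3-fold if it was treated with H2O2, nor the rises past 3-fold if it was not. These falls, 1036, were 3.06 times the falls past 2-fold in +Fe cultures, and the rises, 1228, were 3.54 times those in +Fe cultures, which argues against 1 library as the whole cause. Several aberrant libraries remain open, since no values per library were at hand.

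Iron deprivation down-regulated 1279 genes that were tested in both comparisons. H2O2 added to -Fe cultures up-regulated 450 of them (35.2%), more than the 295 of independent lists. It down-regulated 309 (24.2%), against 288, and the others were not called. Of 1107 genes up-regulated by iron deprivation, H2O2 down-regulated 408, against 249 of independent lists, and up-regulated 201, against 255. Noise of the shared -Fe/-H2O2 libraries would give a covariance no larger than their error, but the observed one was 4.07 times that, which argues against noise alone at the error used here. With the error not divided by the square root of 3, it was 1.36 times. The rank relation decides nothing here. Its Spearman's rho was -0.132, against -0.444 in a simulation without effects, but the simulated value is of this size however small the errors are. Part of the overlap may still come from noise. A loss of the iron effect in H2O2-treated cultures would remove the relation between the iron effects without and under H2O2, which share no libraries. Their Spearman's rho across genes was 0.351, which argues against a complete loss. Of 1362 genes down-regulated by iron deprivation, 769 were also lower and 226 were higher in -Fe than in +Fe cultures under H2O2.

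Most of the listed conidiation-associated transcripts were lower in -Fe cultures. Fewer conidiophores or conidia would lower most of the 14 genes and raise none. Of these genes, 10 were lower and 1, conJ, was higher, at a log2FC of 1.03 close to the 2-fold threshold, so this explanation stays open. A lower melanin cluster alone would leave the 8 other genes unchanged, but 4 of them were lower, which argues against it. Culture age and inoculum, which differed with iron supply, could not be separated from it.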

How the results depend on the processing

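The interaction test at a wider error and the adjustment within each comparison were chosen only after the result was seen, and all other settings with a moved count were set before. Without the fold threshold, iron deprivation called 2267 up-regulated and 2375 down-regulated genes, H2O2 in +Fe cultures 902 and 910, and H2O2 in -Fe cultures 3202 up-regulated genes, with 7.84% of genes changed in the same and 11.2% in opposite directions. At 3-fold the counts were 586 and 809 for iron deprivation, 142 and 127 for H2O2 in +Fe cultures, 1228 and 1036 for H2O2 in -Fe cultures and 1446 and 1529 for the combined stress, with shares of 1.40% and 3.14% and 2463 interaction genes. With the error not divided by the square root of 3, 2788 genes passed the interaction test. Without the log, components 2 and 3 held 1.05% and 0.0407% of the variance. The cause was not tested for any of these. No called value of a named gene changed its sign. The order of up- and down-regulated counts turned under the combined stress, from 2420 and 2344 to 1446 and 1529 at 3-fold and 2367 and 2394 with median-ratio scaling. For H2O2 in +Fe cultures it turned from 347 and 339 to 902 and 910 without the fold threshold, 237 and 264 with a pseudocount of 1, 326 and 330 with 0.1, and 321 and 328 with adjustment within each comparison. Median-ratio scaling gave 2070 each for H2O2 in -Fe cultures, and turned the more positive and more negative genes of the interaction test from 2690 and 2619 to 2647 and 2671. Of 414 values of 106 named genes, 255 were called, and only these could lose a call. Of the 255, 55 fell below the 3-fold threshold and 14 were weaker with a pseudocount of 1. With a pseudocount of 0.1, 2 were weaker, with the filter 1 and with median-ratio scaling 1. Of 376 group tests, 369 kept their side with all genes as background. No paired analysis was possible because the table holds group values only. For the same reason, fits by limma, of 2 groups alone or with a replicate left out were not run. Depth limits the genes of low FPKM, whose folds moved most with the pseudocount.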

Differences from the paper's values

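The exchange of classes named below was chosen only after the result was seen. Of 312 values of the paper, 289 were equal here and 5 differed by more than 1.5 times. The paper's text gives 5.8% of stress responsive genes changed in the same direction by H2O2 in both iron conditions, against 2.76% here. For opposite directions the paper shows about 2.8% in Fig. 5, read by eye, against 5.86% here. With these classes exchanged, which was noticed after the values had been seen, both values of the paper are reached at its 2-fold threshold, since opposite directions held 5.86% and the same direction 2.76%. The shares called in 1 iron condition alone, 84.6% and 6.78%, match those of Fig. 5 without an exchange. Of the alternatives set before the data were examined, none came within 1.5 times of both values of the paper. For the same direction, no fold threshold gave 7.84%, within 1.5 times of the paper's value although the paper states a 2-fold threshold, while the filter (2.71%), the 3-fold threshold (1.40%), median-ratio scaling (2.72%) and pseudocounts of 1 (2.04%) and 0.1 (2.61%) did not come within it. For opposite directions, the 3-fold threshold gave 3.14%, within 1.5 times of the paper's value, and the filter (5.81%), no fold threshold (11.2%), median-ratio scaling (5.85%) and pseudocounts of 1 (4.83%) and 0.1 (5.61%) did not. The second principal component held about 5.8% in Fig. 1 of the paper, read by eye, against 25.7% here, from 4 group values in place of 12 libraries. Unit variance (28.4%) and FPKM without the log (1.05%) did not come closer than 1.5 times.

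Additional file 3 of the paper gives 0 antioxidant genes down-regulated by H2O2 in -Fe cultures, against 3 here. The alternatives set before the data were examined gave 1 to 5. Table 4 of the paper gives 1 fumipyrrole cluster gene down-regulated in the same comparison, against 0 here and in each of those alternatives.

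The paper's criterion for gene groups is a Fisher's exact test at 0.05, with no adjustment stated. By this criterion the marks of Table 4 were matched here apart from the Afu5g10120 cluster, which passed under iron deprivation (Fisher's p = 0.0265 for the rise) and is not marked. The paper states a down-regulation of Zn2+ transport genes under the combined stress, which did not pass (Fisher's p = 0.0536). Further changes that the paper states or marks passed here before adjustment over the lists but not after it. Under iron deprivation these were Cu2+ transport and the Afu3g02670, endocrocin, fumitremorgin B and backbone 6 clusters, and for H2O2 in +Fe cultures the Afu3g01410 and Afu6g13930 clusters. For H2O2 in -Fe cultures they were drug transport and the siderophore, Afu3g02570 and Afu6g13930 clusters. In -Fe/+H2O2 against control cultures they were drug transport, respiration, the squalene-ergosterol pathway and the Afu5g10120, endocrocin and fumiquinazoline clusters.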

Other observations

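Some tests in this part, on lists by gene symbol and on transcripts and proteins, were chosen only after the result was seen. Of 17 spliceosome genes, H2O2 added to -Fe cultures up-regulated 10 in the authors' deposited table and 7 were not called (adjusted Fisher's p = 0.00648). Of 17 chaperone genes, 10 rose, 2 fell and 5 were not called (adjusted Fisher's p = 0.00648 for the rise). Of 19 pex genes, 5 were up-regulated and 0 down-regulated (adjusted Fisher's p = 0.855 for the rise). Hydrophobin genes fell under iron deprivation in 5 of 6 cases (adjusted Fisher's p = 0.00447; all 6 when adjusted over the list alone). Of 7 oligopeptide transporter genes, 4 fell after H2O2 in -Fe cultures, a fall that did not pass after adjustment (Fisher's p = 0.0481 before and 0.264 after). Among 12 receptor genes of the gpr family, H2O2 in -Fe cultures up-regulated 2 and down-regulated 2 (adjusted Fisher's p = 1 and 1). Of 178 nuclear tRNA genes listed, no more than 17 had a test and 0 were called in the comparisons of the paper, and of 16 mitochondrial protein and rRNA features no more than 7 had a test.

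A non-coding RNA, Afu-254, held 53.0% of the summed FPKM in +Fe/-H2O2, 45.2% in +Fe/+H2O2, 34.5% in -Fe/-H2O2 and 8.38% in -Fe/+H2O2 cultures, as the authors' deposited values. The 10 highest genes held 59.0%, 49.9%, 39.4% and 29.3%.

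A hypothesis written before its test was that stress responsive genes lie near chromosome ends. Within 300 kb of the first or last gene of a chromosome, 558 of 1263 genes were called under iron deprivation, against 24.4% elsewhere, an odds ratio of 2.45 (adjusted Fisher's p = 1.72e-44). The odds ratio was 3.66 for H2O2 in +Fe cultures, 1.71 for H2O2 in -Fe cultures, and under the combined stress 61.7% of genes near the ends were called against 50.5% elsewhere. Neighbouring genes are not independent of each other.

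Across the genes of Additional files 3 and 4 with a protein value in the paper, Spearman's rho between the deposited log2FC and the paper's protein log2 values was 0.526 under iron deprivation and 0.249 for H2O2 in -Fe cultures. It was 0.0724 for H2O2 in +Fe cultures and 0.436 under the combined stress. Protein and RNA came from the paper's own lists of selected genes, and a lower range of protein change may lower the rho of 0.249. The range of the transcript changes of these selected genes was not computed. Over all tested genes, the standard deviation of the transcript log2FC was 1.56 for H2O2 in -Fe cultures, against 1.36 under iron deprivation.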
